# Genetic Interactions of *MAF1* Identify a Role for Med20 in Transcriptional Repression of Ribosomal Protein Genes

**DOI:** 10.1371/journal.pgen.1000112

**Published:** 2008-07-04

**Authors:** Ian M. Willis, Gordon Chua, Amy H. Tong, Renee L. Brost, Timothy R. Hughes, Charles Boone, Robyn D. Moir

## Abstract

Transcriptional repression of ribosomal components and tRNAs is coordinately regulated in response to a wide variety of environmental stresses. Part of this response involves the convergence of different nutritional and stress signaling pathways on Maf1, a protein that is essential for repressing transcription by RNA polymerase (pol) III in *Saccharomyces cerevisiae*. Here we identify the functions buffering yeast cells that are unable to down-regulate transcription by RNA pol III. *MAF1* genetic interactions identified in screens of non-essential gene-deletions and conditionally expressed essential genes reveal a highly interconnected network of 64 genes involved in ribosome biogenesis, RNA pol II transcription, tRNA modification, ubiquitin-dependent proteolysis and other processes. A survey of non-essential *MAF1* synthetic sick/lethal (SSL) genes identified six gene-deletions that are defective in transcriptional repression of ribosomal protein (RP) genes following rapamycin treatment. This subset of *MAF1* SSL genes included *MED20* which encodes a head module subunit of the RNA pol II Mediator complex. Genetic interactions between *MAF1* and subunits in each structural module of Mediator were investigated to examine the functional relationship between these transcriptional regulators. Gene expression profiling identified a prominent and highly selective role for Med20 in the repression of RP gene transcription under multiple conditions. In addition, attenuated repression of RP genes by rapamycin was observed in a strain deleted for the Mediator tail module subunit Med16. The data suggest that Mediator and Maf1 function in parallel pathways to negatively regulate RP mRNA and tRNA synthesis.

## Author Summary

The Maf1 protein is an essential negative regulator of transcription by RNA polymerase III in *S. cerevisiae* and functions to integrate responses from diverse nutritional and stress signaling pathways that coordinately regulate ribosome and tRNA synthesis. These signaling pathways are not well-defined, and efforts to understand the role of Maf1 in this process have been complicated by a lack of known functional motifs in the protein and by a paucity of direct physical interactions with Maf1. To understand the biological importance of down-regulating RNA polymerase III transcription and to identify functional relationships with Maf1, we employed synthetic genetic array (SGA) analysis. We show that the genetic neighborhood around Maf1 is highly interconnected and enriched for a small number of functional categories, most of which are logically linked to the function of Maf1 as the regulator of RNA polymerase III transcription. We found that deletions in a subset of *MAF1* SSL genes, including subunits of the RNA polymerase II Mediator complex, lead to defects in transcriptional repression of ribosomal protein (RP) genes. Since Mediator subunits are not efficiently cross-linked to RP genes in chromatin, our results suggest that Mediator interactions with these highly expressed genes are fundamentally different from many other genes.

## Introduction

Nuclear gene transcription in proliferating cells is dedicated primarily to the synthesis of ribosomes and tRNAs. As illustrated by studies in *Saccharomyces cerevisiae*, the doubling of cell mass with each cell cycle involves the production of ∼200,000 ribosomes along with 3–6 million molecules of tRNA and consumes >80% of the nucleotides needed for transcription during this ∼100 minute interval [1]–[3]. This expenditure of metabolic energy is tightly regulated by diverse signaling pathways that sense the quality and quantity of nutrients or environmental stresses [1],[2]. Under conditions that are unfavorable for cell growth, transcription of rDNA and tRNA genes by RNA pols I and III and RNA pol II transcription of ribosomal protein (RP) genes is rapidly and coordinately repressed [1],[4]. Current evidence suggests that this coordinate response results from the convergence of specific signaling pathways on one or more transcription components in each polymerase system [4]–[9] and references therein. However, substantial gaps in understanding remain concerning the components and structure of these pathways, their targets and mechanisms of action.

Studies on RP gene transcription have identified several regulatory factors including Sfp1, Rap1, Fhl1, Ifh1 and Crf1 [5]–[7],[9] and references therein but it is unclear how these proteins communicate with the general RNA pol II transcription machinery. In contrast to this complexity, a single negative regulatory protein, Maf1, appears to serve as the conduit through which all repression signals pass in order to affect transcription by RNA pol III [4],[10]. The Maf1 protein interacts directly with Brf1, a subunit of the initiation factor TFIIIB, as well as RNA pol III and these interactions inhibit the assembly and function of TFIIIB-DNA complexes in vitro [10],[11]. The functional importance of these interactions is supported by their conservation from yeast to humans [12]. The essential role of Maf1 in the repression of RNA pol III transcription demonstrates a capacity to integrate responses from multiple nutritional and stress signaling pathways that coordinately regulate ribosome and tRNA synthesis [13]. This property of Maf1 provides unique opportunities to examine the mechanisms of signal integration, the nature of the upstream pathways, their downstream targets and their effects on the transcription machinery.

Yeast strains deleted for *MAF1* are viable and exhibit wild-type growth rates even though 10–15% of nuclear gene transcription is refractory to repression [2]. Maf1 does not contain any motifs of known function and evidence from a variety of sources suggests that the majority of Maf1 in yeast is not stably associated with other proteins under normal or repressing conditions: Co-immunoprecipitation experiments find only 10–20% of cellular Maf1 associated with RNA pol III and <1% of Maf1 associated with Brf1 [10],[11]. No other significant interactions have been found by affinity purification and mass spectrometry of protein complexes in yeast or in genome-wide two hybrid screens [14]. Given the limited physical interactions of Maf1, we initiated a study of its functional relationships using synthetic genetic array (SGA) analysis. The local genetic neighborhood around *MAF1* is highly interconnected and enriched for components of several protein complexes involved in ribosome biogenesis and RNA pol II transcription. We show that genetic interactions between *MAF1* and subunits of the RNA pol II Mediator complex, in particular *MED20*, are functionally linked by a common role in repression of tRNA and RP gene transcription, respectively.

## Results

### Synthetic Genetic Array Analysis of *MAF1*

A *maf1Δ* strain was screened in triplicate against an ordered array of ∼4700 viable gene-deletion strains and the relative growth of the double mutants was scored by computer-based image analysis [15]. Random spore analysis was then used to validate candidate genetic interactions. The initial list of *MAF1* SSL interactions contained 35 genes (Figure 1 and Table S1). Subsequently, the analysis was extended to an array of ∼800 strains containing different essential genes under tetracycline (Tet) promoter control [16]. Consistent with the ∼five-fold higher interaction density of essential genes in synthetic genetic networks [17], an additional 29 SSL interactions were validated by random spore analysis from triplicate screens of a *maf1Δ* query strain against the Tet-promoter array. The entire collection of 64 genes exhibiting synthetic interactions with *MAF1* is highly enriched for a small number of functional categories, several of which are logically linked to the function of Maf1 as a transcriptional regulator of RNA pol III genes. Notably, 40% of *MAF1* SSL genes (26/64 genes, *p*<7.0E-18) are involved in ribosome biogenesis or translation (Table S1). Other functional categories that are represented at significantly higher frequencies than expected by chance include RNA pol II transcription (9 genes, *p*<5.0E-4), tRNA modification (6 genes, *p*<4.0E-6) and ubiquitin-dependent proteolysis (5 genes, *p*<7.9E-3). These data suggest important functional relationships between *MAF1* and the genes within these categories [18].

**Figure 1:**
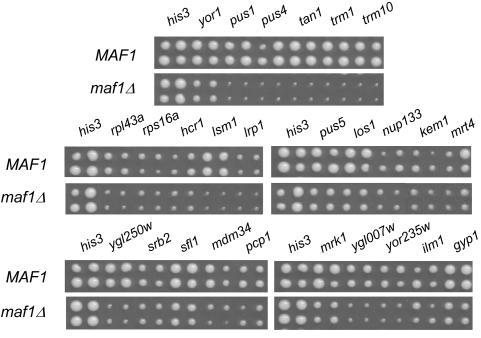
Genetic interactions between *MAF1* and non-essential gene deletions. Representative viable gene-deletion strains (G418-resistant) that were confirmed by random spore analysis as having fitness defects with *maf1Δ* were arrayed in quadruplicate and crossed to clonNat-resistant *MAF1* (Y5518) and *maf1Δ* (Y6338) query strains to compare the growth of haploid double-drug resistant strains following the standard SGA protocol [15]. The final double-drug containing plates were incubated at 30°C. A *his3Δ* strain was included as a negative control (i.e. no interaction with the *maf1Δ* strain).

To determine the relationships between the genes in the *MAF1* genetic interaction network, each SSL gene was queried against the BioGRID database [14] to compile a list of known genetic and physical interactions. These interactions were then superimposed on the set of *MAF1* SSL genes and the overlap was displayed graphically using Osprey software (Figure 2). The resulting interaction network is remarkably coherent; 70% (45/64) of *MAF1* SSL genes are connected by genetic or protein-protein interactions to one or more genes in the network. The majority of these interactions (47 gray edges out of 54 total interactions, Figure 2) were determined from multiple studies by affinity purification and mass spectrometry [14] and identify components of several well known macromolecular complexes (the 26S proteasome, the ssu processome, the exosome, pre-ribosomal processing intermediates, the cytoplasmic Lsm complex, the TFIID and SAGA complexes and the RNA pol II Mediator complex). The connectivity between these complexes suggests that a relatively small number of biological explanations could account for the ability of *MAF1* SSL genes to buffer cells that are unable to down-regulate RNA pol III transcription (see below and in the Discussion).

**Figure 2:**
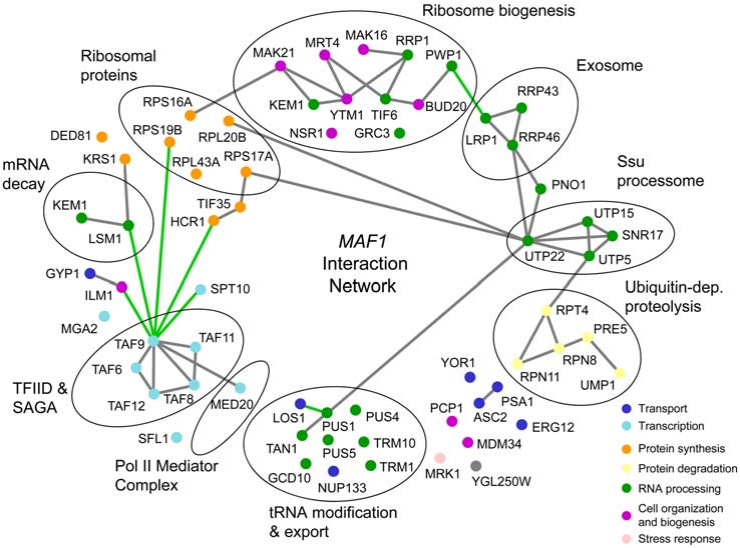
*MAF1* genetic interaction network. Genetic and physical interactions from BioGRID are shown between *MAF1* SSL genes identified in screens of the essential and non-essential strain arrays. Nodes are colored by Bioprocess. Circles identify well-defined protein complexes except for the tRNA modification & export group where the genes are related by biochemical function. Two *MAF1* SSL genes (*FYV5* and *YGL007W*) that lacked interactions in the BioGRID database are not shown in the figure. Genetic interactions are shown in green and protein-protein interactions determined by affinity purification are shown in gray.

Within the broad functional category of ribosome biogenesis, defects in the synthesis of the large or small ribosomal subunits resulting from impaired rRNA processing, reduced levels of ribosomal proteins or their inefficient assembly yield synthetic phenotypes with *MAF1*. Interestingly, some of these genes (*TIF6* and several *RPL* genes) have previously been shown to block repression of rDNA and RP gene transcription following interruption of the secretory pathway [19],[20]. Similarly, the genetic interaction between *UTP22* and *MAF1* (Figure 2) suggests a functional relationship between the transcription and processing of the large rRNAs and the transcription of RP and RNA pol III genes. These functional associations reflect the role of Utp22 as a subunit of both the ssu processome and the CURI complex [21],[22]. Based on these results, we hypothesized that other *MAF1* SSL genes in the ribosome biogenesis category, along with genes in some of the other functional categories, might play a role in regulating the transcription of ribosomal components. Indeed, a survey of all the non-essential *MAF1* SSL genes revealed that rapamycin-mediated transcriptional repression of RP genes was substantially attenuated in *RPL20B*, *MRT4*, *KEM1*, *BUD20*, *LSM1* and *MED20* mutant strains (Figure S1A and S1B). Relative to the untreated wild type and mutant controls, northern analysis of the affected strains showed that the levels of *RPL3* and *RPL28* mRNAs following rapamycin treatment were elevated three to nine fold over wild type (Figure S1B). Along with the elevated levels of RP mRNAs that are seen in cells depleted for Utp22 and Tif6 [20],[22], it appears that a subset of *MAF1* SSL genes is associated with defects in the repression of RP gene transcription.

### Multiple Mediator Subunits Exhibit Genetic Interactions with *MAF1*

In light of the preceding observations, we were especially intrigued that Med20 (Srb2), a non-essential subunit from the head module of the Mediator complex, was among the *MAF1* SSL genes exhibiting defects in the repression of RP genes. Given that the role of the head module of Mediator and of Med20 specifically, is not typically associated with transcriptional repression, we confirmed the effect of deleting *MED20* on *RPL3* and *RPL28* mRNA levels by northern analysis of multiple biologically independent samples (Figure S1C). In these experiments, rapamycin-mediated repression in the *med20Δ* strain was reduced 2.6–5.0 fold relative to the wild-type strain. This result led us to question why only one subunit of the 25 subunit Mediator complex [23] was identified as having a genetic interaction with *MAF1* (Figure 2). Estimates of the false negative rate in SGA screens [18] and potential differences in the strength of the synthetic phenotype suggested that other Mediator subunit deletion strains might exhibit fitness defects in combination with a deletion of *MAF1*. To examine these possibilities, direct random spore tests were performed on an additional nine deletion strains representing Mediator subunits from the other three structural modules of the complex; the middle, tail and Cdk modules. Growth of the haploid meiotic products was conducted at 30°C and at elevated temperatures since we had noted that *MAF1* SSL phenotypes were frequently stronger under these conditions. This is illustrated for the *med20Δ maf1Δ* strain which shows conditional synthetic lethality at or above 35°C (Figure 3 and Figure S2B). While none of the other tested Mediator subunit deletion strains exhibited fitness defects with *maf1Δ* at 30°C, eight of the nine deletion strains showed reduced viability and/or slow growth at higher temperatures (Figure 3 and data not shown). Notably, deletion of *MED16* (*SIN4*) conferred conditional synthetic lethality at 37°C. Consistent with the fact that loss of *MED16* dissociates a set of physically interacting tail module subunits (including Med2, Med3, Med15) from the rest of the complex [24], a similar conditional synthetic phenotype was observed with deletion of *MED3*. In summary, these results extend the functional relationship between *MAF1* and *MED20* inferred from their genetic interaction at 30°C to subunits in every structural module of the Mediator complex.

**Figure 3:**
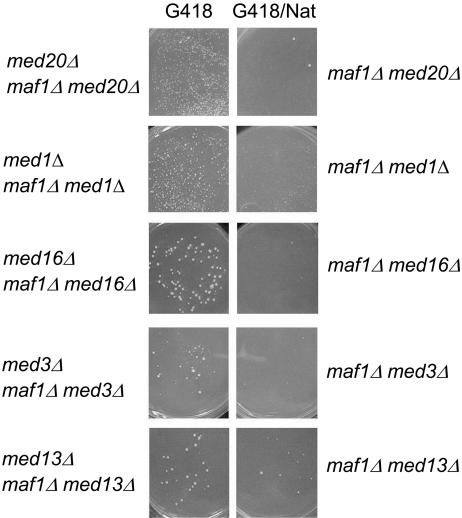
Genetic interactions between *MAF1* and multiple Mediator subunits. G418-resistant Mediator subunit deletions in strain BY4741 were crossed to a clonNat-resistant *maf1Δ* query strain (Y6338) and genetic interactions were assessed by random spore analysis [15]. Growth at 35°C (Med20) or at 37°C (all other strains) is compared on haploid selection plates containing G418 or G418 and clonNat, which selects for strains with the indicated genotypes. In the absence of effects on strain viability, approximately equal numbers of haploid colonies are expected on the two media. Images of haploid selection plates containing no antibiotics or only clonNat (which selects for *maf1Δ*) have been omitted for clarity as the growth of the *maf1Δ* single mutant is indistinguishable from wild-type. Deletion of *MED5*, *MED9*, *MED31* or *cycC* but not *MED12* also resulted in synthetic growth defects with *maf1Δ* at 37°C in the random spore assay (data not shown).

### Positive and Negative Roles for Med20 in the Transcriptional Response to Rapamycin

The finding that multiple Mediator subunits interact genetically with *MAF1* suggests that Mediator and Maf1 function in parallel pathways. We considered that these buffering pathways might involve the transcriptional response to conditions that repress ribosome and tRNA synthesis since the role of Maf1 in repressing RNA pol III transcription entails the integration of signals that coordinately regulate these processes [4],[10],[13]. To examine the function of Med20 under repressing conditions, we conducted microarray experiments in wild-type and *med20Δ* strains that had been treated (or not) with rapamycin to inhibit TOR signaling (microarray data are available at the National Center for Biotechnology Information GEO database under accession number GSE11397). 

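The experiment used 8 two-color arrays, 2 for each of 4 comparisons, with poly(A)+ RNA of the wild-type strain BY4741 and of an isogenic strain in which *MED20* is replaced by a drug resistance marker. Cultures in YPD at 30°C had reached an A600 of about 0.2 when they were treated for 60 min with 0.2 µg/ml rapamycin, which inhibits the TOR kinases, or left untreated. The 2 arrays of a comparison carried reversed Cy5 and Cy3 labelings. Whether they held the same RNA preparations or those of separate cultures is not stated, and each pair was counted as 1 replicate. No test across samples is possible with 1 replicate, so values are given as the mean log2 ratio of a pair with the value of each array in parentheses, replicate 1 first.

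The deleted gene was examined first. The log2 ratio of *MED20* (YHR041C) in the *med20Δ* strain relative to wild-type was -0.83 (-0.81, -0.85) in untreated cells and -0.89 (-0.57, -1.20) after rapamycin. Between rapamycin-treated and untreated cells of the same strain it was 0.11 (0.23, -0.02) in wild-type and 0.18 (0.17, 0.20) in *med20Δ*. The *MED20* spot stayed brighter than the spots that carry no gene name in the *med20Δ* channel of every array, so the ratio gives the direction of the change and not its full size.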

Messenger RNA representing each of the four conditions (wild-type, *med20Δ*, ±rapamycin) was used to prepare Cy5- and Cy3-labeled cDNAs. Pairs of dye-reversed cDNA samples were then hybridized to spotted arrays of yeast ORFs. 

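Each array held 6912 spots, of which 576 were controls, 29 carried no gene name and the others were yeast ORFs. The authors deposited, for every spot, the foreground and local background intensity for Cy5 and Cy3, a flag, and a log10 ratio normalized by a procedure that the paper gives by citation. Starting from the intensities, background was corrected with the normexp model (offset 50), which keeps every corrected value above 0 and draws the ratios of dim spots toward 0. Log2 ratios were then normalized within each array by loess, a smooth fit of the ratio against intensity, and turned so that the strain or treatment named first is the numerator. Control spots and spots with a flag other than 1 were left out, which removed 537 to 566 ORF spots per array. A gene entered a comparison when both arrays gave a ratio, and this held for 5714 to 5747 genes.

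Background-subtracted ORF spots had median intensities of 82.5 to 351 over the 16 channels of these arrays. Between 83.5% and 95.7% of the ORF spots exceeded the 95th percentile of the unnamed spots in the same channel. Across genes, the ratios of the 2 arrays of a pair correlated with r = 0.532 for the untreated strains, 0.917 for wild-type with and without rapamycin, 0.851 for *med20Δ* with and without rapamycin, and 0.663 for the rapamycin-treated strains. Genes are not independent replicates, and the number of arrays limits the precision of each ratio.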

The resulting data were filtered to select genes whose expression increased or decreased two-fold or more in any of the four pairwise comparisons (*med20Δ/MED20*, *MED20*±rapamycin, *med20Δ*±rapamycin and *med20Δ*+rapamycin/*MED20*+rapamycin, Table S2) and then subjected to hierarchical clustering (Figure 4). 

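A mean ratio of 2-fold or more in at least 1 of the 4 comparisons was found for 830 genes. Of the other ways of processing tried, subtraction of the local background in place of the normexp model moved this number most, to 1507. Requiring 2-fold on both arrays in place of the mean left 164 higher and 273 lower genes in wild-type with and without rapamycin, and 131 higher genes in *med20Δ*. The corresponding numbers were 7 and 21 for the untreated strains and 87 and 71 for the rapamycin-treated strains.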

Several important conclusions emerged from these experiments: (i) Deletion of *MED20* does not appreciably affect the global pattern of gene expression under normal growth conditions: Only 116 genes were affected beyond the two-fold cutoff in our experiments. 

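In untreated cells, 14 of 5714 genes were higher by 2-fold or more in *med20Δ* than in wild-type and 39 were lower, or 0.928% of the genes measured. The largest rises seen on both arrays were those of *TIP1* (YBR067C), at a log2 ratio of 1.82 (1.64, 2.00), *COX17* (YLL009C), at 1.54 (1.44, 1.65), and *ZUO1* (YGR285C), at 1.47 (1.55, 1.39). The largest falls were those of *MRH1* (YDR033W), at -2.41 (-2.72, -2.10), *SPL2* (YHR136C), at -1.95 (-1.82, -2.09), and *YGP1* (YNL160W), at -1.80 (-1.57, -2.03). Of these, *YGP1* moved most with the processing, to -2.34 with the local background subtracted. The 127 RP genes measured had a median of 0.13 (0.06, 0.22), with 76 higher and 21 lower on both arrays and 1 higher by 2-fold or more. That median was 0.40 with the loess fitted on genes outside the RP and *Ribi* lists and changed sign, to -0.07, with the ratios centered on their median. The 146 *Ribi* genes measured had a median of 0.11 (0.06, 0.18), with 71 higher and 20 lower on both arrays and none changed 2-fold. Random lists matched on intensity had medians of -0.14 to 0.04 for RP genes and -0.05 to 0.03 for *Ribi* genes in their middle 95%, and both lists lay above that.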

Using the same criteria, even fewer genes were affected in a previously reported comparison of unstressed wild-type and *med20Δ* strains [25] (see Text S1). An analysis of the combined datasets for shared GO Bioprocess terms indicates that major cellular process such as ribosome biogenesis and assembly, translation, transcription, the organization and biogenesis of the nucleus, membranes and the cytoskeleton, as well as other processes, are largely or entirely unaffected by deletion of *MED20* (Table S3). In particular, the expression of genes involved in the synthesis, processing or function of RNA pol III transcripts is not affected in the *med20Δ* strain and RNA pol III gene transcription is effectively repressed by rapamycin treatment in the absence of *MED20* (Figure S2A). Thus, a function for Med20 in RNA pol III transcription can be discounted as an explanation for its genetic interaction with *MAF1*. (ii) Rapamycin treatment of the wild-type strain showed a characteristic response with the induction and repression of specific sets of genes representing ∼20% of the genome (Figure 4, Text S1, and Figure S3). 

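A list of 92 genes was written for RNA pol III and its transcription factors, *MAF1*, tRNA processing and modification, and the aminoacyl-tRNA synthetases. In untreated cells 80 of them were measured, and their median log2 ratio between *med20Δ* and wild-type was 0.04 (0.05, 0.08). Among 10000 random lists of the same size matched on intensity, the middle 95% of which had medians of -0.07 to 0.05, this median was at the 95.8 percentile. With the authors' normalized ratios it was 0.11. These arrays measure poly(A)+ RNA, and the pol III transcripts shown in Figure S2A were not analysed here.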

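In wild-type cells rapamycin raised 226 of 5738 genes by 2-fold or more and lowered 356, together 10.1% of the genes measured. The largest rises were those of the ammonium permease gene *MEP2* (YNL142W), at a log2 ratio of 4.14 (4.59, 3.70), the general amino acid permease gene *GAP1* (YKR039W), at 3.66 (3.91, 3.41), and *CPS1* (YJL172W), at 3.53 (3.57, 3.49). The largest falls were those of the RP genes *RPS9A* (YPL081W), at -4.15 (-3.84, -4.47), *RPS9B* (YBR189W), at -3.83 (-3.65, -4.00), and *RPS22B* (YLR367W), at -3.78 (-3.43, -4.13). *RPS9A* and *RPS9B* are near-identical genes whose transcripts can hybridize to both spots. The number of genes raised was the more sensitive to the processing, at 515 with the authors' normalized ratios.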

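After rapamycin treatment of the wild-type strain, the 128 RP genes measured had a median log2 ratio of -3.09 (-2.79, -3.31), below that of every one of 10000 random lists matched on size and intensity. In total 121 of them (94.5%) were lowered by 2-fold or more and none was raised. A list of 156 genes for pre-rRNA processing, ribosome assembly and RNA pol I stands here for the *Ribi* regulon, and the 147 measured had a median of -0.89 (-0.87, -0.90). With the local background subtracted the *Ribi* median was -1.47. For amino acid control, a list of 75 genes of amino acid biosynthesis was used, of which 66 were measured. Their median was 0.34 (0.36, 0.45), above every random list, and 38 of them rose on both arrays while 21 fell on both.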

As reported in other studies ([26] and references therein), RP genes and genes of the *Ribi* regulon involved in ribosome biogenesis and related functions were strongly repressed by rapamycin while general amino acid control genes and many other Gcn4-regulated genes were strongly induced (Text S1). (iii) Within the group of rapamycin-responsive genes, deletion of *MED20* selectively diminished the level of induction and repression (Figure 4). For example, the level of activation of a subset of Gcn4-regulated genes was attenuated significantly: Of the 197 genes whose expression after rapamycin treatment was 2–12 fold lower in the *med20Δ* strain than in the wild-type strain, 74 (38%) were Gcn4 targets (*p* = 1E-32). 

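Among rapamycin-treated cells, 104 of 5747 genes were lower by 2-fold or more in *med20Δ* than in wild-type. The lowest were the stress gene *HSP12* (YFL014W), at a log2 ratio of -3.16 (-2.88, -3.44) or 8.96-fold, *SNZ1* (YMR096W), at -2.76 (-2.51, -3.00), and *YGP1* (YNL160W), at -2.71 (-2.35, -3.06). One array decided much of this number, since replicate 2 alone gave 203 genes and replicate 1 alone 108. The list of Gcn4 targets that the paper counts comes from another publication and was not used here.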

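The 65 amino acid biosynthesis genes measured in the *med20Δ* strain had a median log2 ratio of -0.04 (-0.12, 0.03) between rapamycin-treated and untreated cells, with the 2 arrays on either side of 0. In the direct comparison of rapamycin-treated *med20Δ* and wild-type cells, the median of 66 such genes was -0.47 (-0.31, -0.57), below all random lists of the same size and intensity. There, 43 of the genes were lower in *med20Δ* on both arrays and 10 were higher on both. In untreated cells their median was 0.04 (0.06, 0.04). The direct comparison moved to -0.66 with the authors' normalized ratios.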

Notably, genes involved in amino acid biosynthesis and related metabolic processes were highly enriched within this group (25 genes, GOID 6519, *p* = 7.34E-19, Figure 4C). These results are consistent with the requirement for Mediator in the activation of specific Gcn4-regulated genes [24],[27] and extend this requirement to a larger group of Gcn4-target promoters by identifying a critical role for Med20 in their activation following rapamycin treatment. In addition, we found 97 out of 138 RP genes among the 170 genes whose expression following rapamycin treatment was 2 to 6-fold higher in the *med20Δ* strain than in the treated wild-type strain (Figure 4B, Table S2). 

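After rapamycin, 121 genes were higher by 2-fold or more in *med20Δ* than in wild-type, and 97 of them belonged to the 129 RP genes measured. The 3 largest rises were all of RP genes. *RPS9A* (YPL081W) had a log2 ratio of 2.46 (2.24, 2.67), or 5.49-fold, *RPL37A* (YLR185W) of 2.28 (1.99, 2.57), and *RPL37B* (YDR500C) of 2.19 (1.73, 2.64). *RPL37A* and *RPL37B* are another pair of near-identical genes. No RP gene was lower by 2-fold. With 2-fold required on both arrays, 78 RP genes passed, and with the mean replaced by single arrays, replicate 1 had 82 and replicate 2 had 103.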

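The repression of RP genes by rapamycin was compared between the strains with both kinds of array. In *med20Δ*, treated relative to untreated cells gave a median log2 ratio of -1.17 (-1.43, -0.93) over 129 RP genes, and 86 of them (66.7%) fell by 2-fold or more. Fitting the loess on genes outside the RP and *Ribi* lists gave -1.76, the largest change with the processing. In the direct comparison of rapamycin-treated cells the RP genes were higher in *med20Δ*, with a median of 1.42 (1.20, 1.67), and 124 of 129 were higher on both arrays. The median of the pair means lay outside the range of 10000 random lists in both comparisons.

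Single RP genes differed in how far they followed the median. For *RPL3* (YOR063W), the log2 ratio between treated and untreated cells was -3.25 (-3.14, -3.35) in wild-type and -2.09 (-2.44, -1.75) in *med20Δ*, and the direct comparison gave 0.62 (0.48, 0.76). For *RPL28* (YGL103W), the corresponding values were -2.59 (-2.45, -2.72), -0.38 (-0.56, -0.20) and 1.76 (1.57, 1.95). In untreated cells, *med20Δ* relative to wild-type gave 0.51 (0.43, 0.58) for *RPL3* and -0.05 (-0.11, 0.01) for *RPL28*. The ratios of *RPL3* disagree with each other. Its responses in the strains lie much further apart than its direct ratio lies from the untreated one. How far the repression of *RPL3* differed between the strains is therefore not settled by these arrays.

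**Figure D1:**
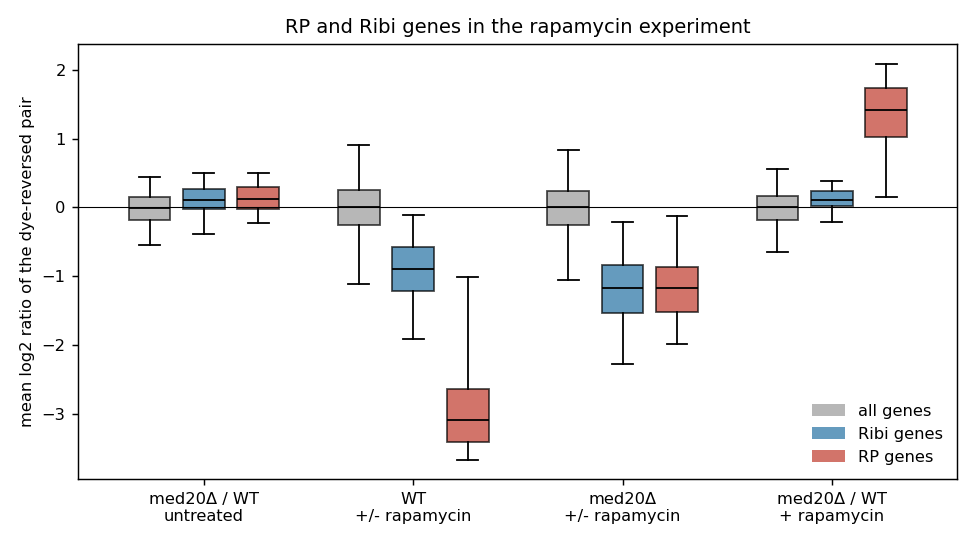
Mean log2 ratio (vertical axis) of all genes (gray), *Ribi* genes (blue) and RP genes (red) in the 4 comparisons of the rapamycin experiment (horizontal axis), with the median as a line, the middle 50% of genes as a box and the 5th to 95th percentiles as whiskers. The RP median lies at -3.09 in wild-type with and without rapamycin and at -1.17 in *med20Δ*, while the *Ribi* medians lie at -0.89 and -1.16.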

In agreement with our expectations from northern blotting of specific RP mRNAs (Figure S1), deletion of *MED20* compromises the repression of RP genes by rapamycin. The attenuated repression of RP genes in the absence of Med20 is highly specific as repression of genes in the *Ribi* regulon, which show nearly identical transcriptional responses under many different environmental conditions [5],[28], was unaffected: Similar numbers of *Ribi* genes were down-regulated by rapamycin in both wild-type and *med20Δ* strains (125 and 133 genes, respectively, above the two-fold cutoff). Moreover, only six *Ribi* genes (statistically equivalent to a random distribution) were found among the 170 genes exhibiting a two-fold or higher difference in expression when comparing rapamycin-treated *med20Δ* and wild-type strains. Thus, the data indicate a unique and highly selective requirement for a head module subunit of Mediator in the repression of RP gene transcription by rapamycin.

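Of the 147 *Ribi* genes measured in each strain, 59 (40.1%) fell by 2-fold or more with rapamycin in wild-type and 92 (62.6%) in *med20Δ*. The median log2 ratio in *med20Δ* was -1.16 (-1.15, -1.13). The number in wild-type depended on the processing more than the number in *med20Δ*. It was 103 with the local background subtracted and 104 with the authors' normalized ratios, where *med20Δ* had 115 in each case. Of the 20 ribosome biogenesis genes of Table S1, 6 fell by 2-fold or more in wild-type and 10 in *med20Δ*, with medians of -0.90 and -0.89.

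Over all 5741 genes measured in *med20Δ*, 8.76% changed by 2-fold or more with rapamycin. The largest rises were those of *MEP2* (YNL142W), at a log2 ratio of 5.19 (5.12, 5.27), *GAP1* (YKR039W), at 4.36 (4.40, 4.32), and *ARO10* (YDR380W), at 3.07 (3.27, 2.86). The largest falls were those of the nucleolar protein genes *NOP56* (YLR197W), at -2.93 (-3.07, -2.79), *NOP7* (YGR103W), at -2.87 (-3.12, -2.63), and *SNU13* (YEL026W), at -2.71 (-2.77, -2.65).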

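In the direct comparison of rapamycin-treated strains, 1 of the 146 *Ribi* genes measured was higher by 2-fold or more in *med20Δ* and none was lower. Their median log2 ratio was 0.11 (0.11, 0.13), which lay above the middle 95% of random lists (-0.05 to 0.04). In this comparison, 77 of them were higher in *med20Δ* on both arrays and 15 lower on both. The authors' normalized ratios gave 4 *Ribi* genes higher by 2-fold.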

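The difference between the strains can also be derived without the direct arrays, by adding the untreated comparison to the response of *med20Δ* and subtracting the response of wild-type. Derived in this way, the median log2 ratio of RP genes after rapamycin was 1.94, and 111 RP genes were higher in *med20Δ* by 2-fold or more. The direct arrays gave 1.42. The derived minus the direct ratio should be 0, but its median was 0.48 over RP genes and -0.30 over *Ribi* genes. The latter is larger in size than the direct *Ribi* median of 0.11, so the sign of that small difference is not settled. The paper reasons from the large share of RP genes among the genes higher in treated *med20Δ*, and from the similar repression of the *Ribi* regulon in the 2 strains, that Med20 is needed selectively for the repression of RP genes by rapamycin.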

**Figure 4:**
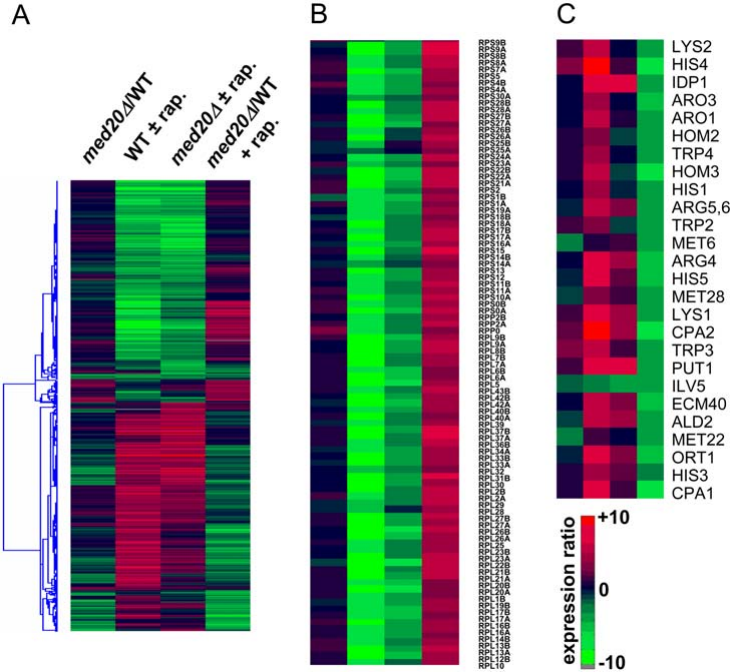
Microarray expression profiles of wild-type and *med20Δ* strains before and after treatment with rapamycin. Clustergram comparisons of gene expression profiles obtained in dye-swap experiments under four conditions; from left to right in each panel, *med20Δ/MED20*, *MED20*±rapamycin, *med20Δ*±rapamycin and *med20Δ*+rapamycin/*MED20*+rapamycin. RNA samples were prepared from cells grown at 30°C. Decreased (green) and increased (red) expression is shown relative to the wild-type strain or the untreated control. A The expression of 1420 genes that increased or decrease by two-fold or more in any one of the four pair-wise comparisons were subjected to hierarchical clustering. B The repression of RP genes (96 of 138 genes) by rapamycin was specifically attenuated in the *med20Δ* strain. The average level of repression of RP genes was only two-fold in the *med20Δ* strain versus more than six-fold for the wild-type strain. C Rapamycin induction of a subset of Gcn4-regulated genes is diminished significantly in the *med20Δ* strain. Expression ratios are compared for 25 Gcn4-regulated genes involved in amino acid biosynthesis.

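Averaged over the RP genes measured, the mean log2 ratio between rapamycin-treated and untreated cells was -2.80 in wild-type, with an SD across genes of 0.90, and -1.15 in *med20Δ*, with an SD across genes of 0.52. These correspond to a mean repression of 6.96-fold and 2.22-fold. The SD describes how RP genes differ from each other and not an error between replicates. With the loess fitted on genes outside the RP and *Ribi* lists the means were -3.11 in wild-type and -1.71 in *med20Δ*. With the authors' normalized ratios the wild-type mean was -2.28. The mean repression with those ratios was 4.86-fold in wild-type and 2.07-fold in *med20Δ*.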

### Med20 Is Required for Efficient Repression of RP Genes under Multiple Conditions

RP genes are coordinately down-regulated under a wide variety of nutrient-limiting and stress conditions [1],[28]. Virtually all of these conditions also cause Maf1-dependent repression of RNA pol III transcription [4],[10],[13]. Given the essential function of Maf1 in conveying the signals from diverse pathways to the RNA pol III transcription machinery, we were interested to know whether Med20 serves a general or condition-specific role in repressing RP gene transcription. Microarray profiles were generated from pairs of fluor-reversed experiments where wild-type and *med20Δ* strains were treated with tunicamycin, chlorpromazine (CPZ), hydrogen peroxide or mild heat stress (29–39°C). In addition, expression profiles of the two strains were compared following the diauxic shift from glucose fermentation to respiratory metabolism. All of these conditions repress dramatically the transcription of RP genes [1],[28]. 

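The comparisons of *med20Δ* and wild-type under other repressing conditions used 10 arrays, 2 with reversed dyes for each condition, and each pair was again counted as 1 replicate. Cells were treated with 2.5 µg/ml tunicamycin, which blocks N-glycosylation in the endoplasmic reticulum, for 90 min, with 250 µM CPZ, which disturbs membranes, for 60 min, or with 0.32 mM hydrogen peroxide for 30 min. For heat stress, cells were shifted from 29°C to 39°C for 20 min. The sample labels give the CPZ dose as 250 mM, and the value in the paper's methods was taken. Both channels of an array held treated cells, so the ratios compare the strains and do not give the response of either strain to the treatment. The arrays were processed in the same way as those of the rapamycin experiment.

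The log2 ratio of *MED20* in *med20Δ* relative to wild-type was -0.55 (-0.54, -0.56) with tunicamycin, -0.53 (-0.20, -0.87) with CPZ, -0.26 (-0.38, -0.13) with hydrogen peroxide and -0.62 (-0.49, -0.75) with heat. It was below 0 on each of these arrays. Flags removed 549 to 622 ORF spots per array and left 5653 to 5732 genes measured on both arrays of a pair. Median background-subtracted intensities ranged from 212 to 1072.5. The ratios of the 2 arrays of a pair correlated across genes with r = 0.724 for tunicamycin, 0.475 for CPZ, 0.424 for hydrogen peroxide and 0.581 for heat.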

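Post-diauxic cells were collected 48 h after inoculation at an A600 of 0.01. On the 2 arrays of this comparison, *MED20* had a log2 ratio of -0.31 (-0.32, -0.30) in *med20Δ* relative to wild-type. A ratio was obtained on both arrays for 5716 genes, and the ratios correlated across genes with r = 0.346, less than in any other comparison of *med20Δ* and wild-type. In this condition 51 genes were higher by 2-fold or more in *med20Δ* and 113 were lower, of which 19 and 59 passed 2-fold on both arrays.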

Clustergram comparisons of 1063 genes whose expression differed two-fold or more in any of the six conditions (including rapamycin), revealed similar profiles for rapamycin, tunicamycin, and CPZ treatments along with post-diauxic cells (Figure S4). These similarities were especially pronounced for RP genes (Figure 5), which were highly enriched among the genes exhibiting attenuated repression in the *med20Δ* strain (*p* values ranged from 1.85E-9 to 1.7E-128). These data suggest an integral role for Med20 in the repression of RP gene transcription under four of the six conditions. In contrast, no significant contribution of Med20 was evident in the down-regulation of RP genes under conditions of oxidative or mild heat stress (Figure 5). 

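A mean ratio of 2-fold or more between *med20Δ* and wild-type was found for 703 genes in at least 1 of the 6 conditions, and for 1189 genes with replicate 2 alone, the largest number of any way of processing tried. With tunicamycin 105 genes were higher and 42 lower, with CPZ 65 and 123. Across the 5521 genes measured in all 6 conditions, the log2 ratios of rapamycin, tunicamycin, CPZ and post-diauxic cells correlated with r = 0.468 to 0.656 in the 6 pairs among them. Over genes outside the RP list the same pairs gave 0.438 to 0.644. The ratios with hydrogen peroxide correlated with these 4 conditions with r = -0.108 to 0.006, and the ratios with heat with r = 0.221 to 0.362. Outside the RP list these ranges were -0.085 to 0.071 for hydrogen peroxide and 0.269 to 0.435 for heat. The highest value for heat was thus close to the lowest among the 4 conditions. Replicate 1 alone gave a correlation of up to 0.310 for hydrogen peroxide, so the separation of that condition rests in part on replicate 2. The lowest correlation among the 4 conditions also fell, to 0.324 with replicate 1 alone and 0.348 with replicate 2 alone. Heat reached 0.413 and 0.422 on these arrays, so single arrays did not fully separate it from the 4 conditions. All correlations are across genes, which are not independent replicates.

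*COX17* (YLL009C) had the largest rise in each of 3 conditions, with a log2 ratio of 2.13 (2.12, 2.14) for tunicamycin, 2.14 (2.53, 1.74) for CPZ and 2.36 (2.96, 1.76) for post-diauxic cells. *COX17* was already higher in untreated *med20Δ* cells, at 1.54 (1.44, 1.65). With tunicamycin it was followed by the RP genes *RPL21A* (YBR191W), at 2.00 (2.11, 1.89), and *RPL20A* (YMR242C), at 1.92 (1.67, 2.17). With CPZ the next rises were those of *MHR1* (YDR296W), at 1.72 (1.99, 1.45), and *MRP51* (YPL118W), at 1.60 (1.20, 2.01), and in post-diauxic cells those of *MRPL39* (YML009C), at 2.27 (2.74, 1.79), and *TOM7* (YNL070W), at 1.73 (2.31, 1.15). The largest falls with tunicamycin were those of *HSP26* (YBR072W), at -2.74 (-3.29, -2.20), *HSP12*, at -2.69 (-3.22, -2.17), and *RTC3* (YHR087W), at -2.10 (-2.64, -1.57). With CPZ, *HSP26* was at -2.22 (-2.64, -1.79), *RGI1* (YER067W) at -2.04 (-2.01, -2.08) and YOL014W at -2.01 (-1.91, -2.11). In post-diauxic cells, *SPS100* (YHR139C) was at -3.09 (-2.74, -3.44), *HSP30* (YCR021C) at -2.79 (-2.03, -3.54) and *ALD3* (YMR169C) at -2.43 (-2.15, -2.71).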

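The RP genes had a median log2 ratio between *med20Δ* and wild-type of 1.22 (1.22, 1.12) with tunicamycin, 0.59 (0.72, 0.50) with CPZ and 0.48 (0.73, 0.27) in post-diauxic cells. Each of these medians was above all of 10000 random lists matched on size and intensity, whose middle 95% lay within -0.18 and 0.05. With tunicamycin 74 of 126 RP genes (58.7%) were higher in *med20Δ* by 2-fold or more, with CPZ 11 of 128, and in post-diauxic cells 9 of 128. The numbers for CPZ and post-diauxic cells depend on single arrays, since replicate 1 alone gave 33 and 38 RP genes and replicate 2 alone gave 14 and 5.

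**Figure D2:**
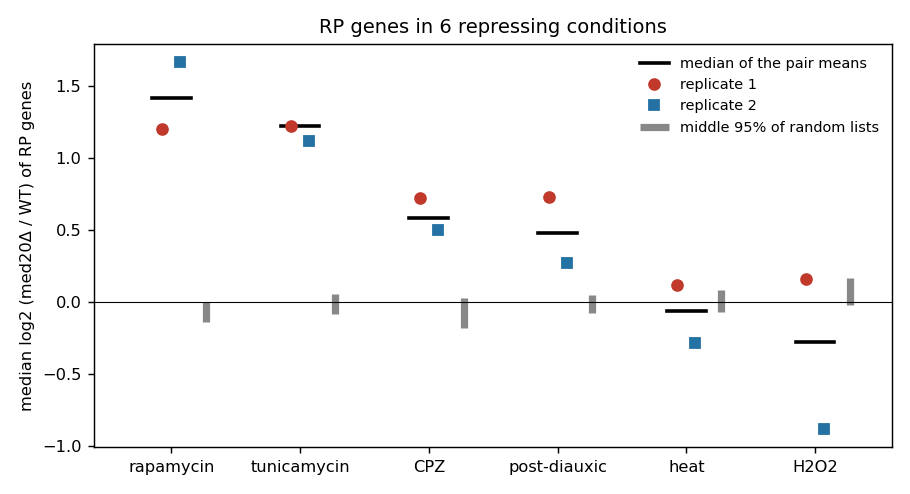
Median log2 ratio of RP genes between *med20Δ* and wild-type (vertical axis) in 6 repressing conditions (horizontal axis), for the mean of the pair (black line) and for replicate 1 (red circle) and replicate 2 (blue square). Gray bars give the middle 95% of medians of random lists, drawn from the pair means and not from single arrays. Both arrays lie above them for rapamycin, tunicamycin, CPZ and post-diauxic cells but on opposite sides of 0 for heat and hydrogen peroxide.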

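Counted gene by gene, 121 of the 126 RP genes measured with tunicamycin were higher in *med20Δ* than in wild-type on both arrays, and none was lower on both. With CPZ 103 of 128 were higher on both arrays and 2 lower, and in post-diauxic cells 87 were higher and 3 lower. *RPL3* had a log2 ratio of 1.58 (1.59, 1.56) with tunicamycin, 0.80 (0.68, 0.92) with CPZ and 0.86 (1.17, 0.55) in post-diauxic cells, and *RPL28* of 1.22 (1.07, 1.36), 0.11 (-0.29, 0.51) and 0.40 (0.23, 0.56). From the enrichment of RP genes among the genes with attenuated repression, the paper proposes that Med20 has an integral role in RP gene repression in these 3 conditions and with rapamycin.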

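With hydrogen peroxide the median log2 ratio of 127 RP genes between *med20Δ* and wild-type was -0.28, and the 2 arrays lay on opposite sides of 0 (0.16, -0.88). On both arrays 41 RP genes were lower and 2 higher, and the median was below all of 10000 random lists. No RP gene was higher by 2-fold or more and 2 were lower, but replicate 2 alone had 55 RP genes lower and replicate 1 alone had 16 higher. With heat the median was -0.06 (0.12, -0.28), with 50 of 128 RP genes lower on both arrays and 39 higher, at the 3.27 percentile of random lists. By 2-fold or more 2 were higher and 5 lower, and the latter number was 15 without replicate 1, 0 without replicate 2 and 1 with the authors' normalized ratios. The sign of the heat median changed with the ratios centered on their median (0.01) and with the authors' normalized ratios (0.01). In both conditions the medians of the 2 arrays differ in sign, and the difference from the other conditions was not tested. *RPL3* had a ratio of -0.22 (-0.19, -0.26) with hydrogen peroxide and -0.33 (-0.12, -0.54) with heat, and *RPL28* of -0.26 (0.09, -0.60) and 0.87 (0.77, 0.97).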

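With hydrogen peroxide 162 of 5732 genes were higher in *med20Δ* by 2-fold or more and 88 were lower, and with heat 47 of 5709 were higher and 115 lower. After hydrogen peroxide the largest rises were those of YCR102C, at a log2 ratio of 3.06 (3.50, 2.62), *AAD4* (YDL243C), at 2.94 (2.94, 2.94), and *SRX1* (YKL086W), which encodes sulfiredoxin, at 2.89 (3.55, 2.24). The largest falls were those of *SPL2* (YHR136C), at -2.52 (-1.64, -3.41), and of the acid phosphatase genes *PHO11* (YAR071W), at -2.39 (-2.32, -2.46), and *PHO12* (YHR215W), at -2.37 (-2.27, -2.48). *PHO11* and *PHO12* are near-identical and their spots can share signal. After heat, *TIP1* (YBR067C) was at 2.10 (1.95, 2.25), *SSC1* (YJR045C) at 1.85 (1.66, 2.04) and *FES1* (YBR101C) at 1.70 (1.52, 1.88). *SPL2* was again lowest, at -3.06 (-2.60, -3.52), followed by *HSP31* (YDR533C), at -2.87 (-2.17, -3.56), and *MRH1* (YDR033W), at -2.62 (-2.58, -2.65). Between the untreated strains, *TIP1*, *SPL2* and *MRH1* were already at 1.82, -1.95 and -2.41.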

The lack of an effect on RP genes in these experiments is apparently specific since deletion of *MED20* clearly affected other responses (Figure S4). For example, the induction of many heat shock genes was increased in the *med20Δ* strain following heat stress (11 out of 62 genes above the two-fold cutoff, *p* = 2.42E-8, Table S4). 

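A list of 46 heat shock genes stands here for the list used in the paper, which comes from another publication. After heat stress 44 of them were measured, 12 were higher by 2-fold or more in *med20Δ* than in wild-type, and the median log2 ratio was 0.66 (0.49, 0.73), above all random lists. On both arrays 27 were higher and 11 lower. With 2-fold required on both arrays the number was 6. Since both channels held heat-stressed cells, the ratio shows a higher level in *med20Δ* and does not by itself separate induction from the level without heat. In untreated cells the median of these genes was 0.20 (0.12, 0.12).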

The recruitment of Mediator to heat shock genes and its requirement for gene activation by heat stress is well known [29],[30] although a role for Med20 in this process has not previously been described. Similarly, the characteristic induction of many oxidative stress and heat shock response genes in hydrogen peroxide-treated cells was also increased substantially in the *med20Δ* strain (17 out of 260 genes, *p* = 1.16E-7, Table S4). 

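With hydrogen peroxide, 19 of 46 heat shock genes were higher by 2-fold or more in *med20Δ*, and their median log2 ratio was 0.62 (0.76, 0.64), with 34 higher on both arrays and none lower on both. A list of 48 oxidative stress genes had 42 genes measured, of which 14 were higher by 2-fold or more. The median of this list was 0.80 (0.62, 0.88), with 30 genes higher on both arrays and 4 lower. Both medians were above all random lists. In untreated cells the oxidative stress genes had a median of -0.14 (-0.09, -0.16).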

The contribution of Med20 in this response is consistent with previous work demonstrating the importance of Cdk module inactivation for the induction of oxidative stress response genes [31].

**Figure 5:**
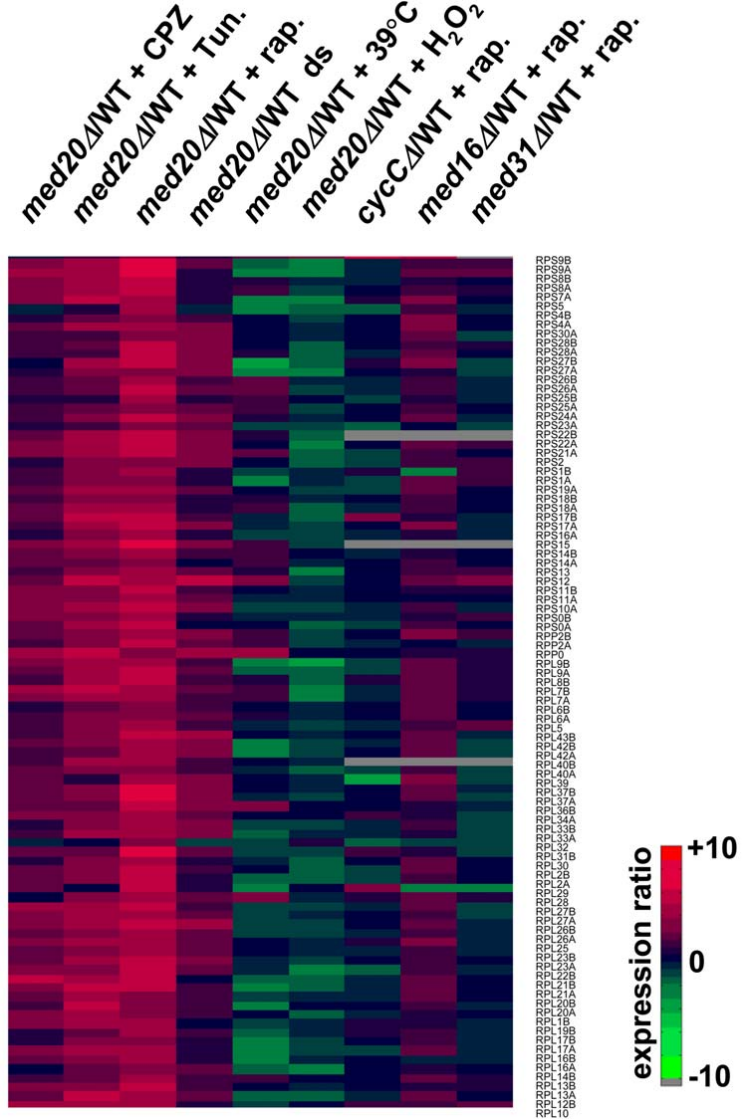
Analysis of RP gene expression in Mediator subunit deletion strains under different repressing conditions. Clustergram comparison of expression ratios are shown for 96 RP genes. Changes in expression (increased in red and decreased in green) are shown relative to the treated wild-type strain under six repressing conditions (rapamycin, tunicamycin, CPZ, post-diauxic shift, transient heat shock and hydrogen peroxide, see Methods). The effect of rapamycin is compared in four Mediator subunit deletion strains. Each deleted subunit represents a different structural module of the complex (*med20* in the head, *med31* in the middle, *med16* in the tail and *cycC* in the Cdk module). Except for the transient heat shock, all strains were grown at 30°C.

Expression profiling of Mediator subunit deletion strains under normal growth conditions has revealed epistatic relationships and a pathway of signal transduction between specific Mediator subunits [25]. This led us to examine the role of subunits in the middle, tail and Cdk modules of Mediator in the repression of RP gene transcription by rapamycin. In contrast to the deletion of *MED20* in the head module, deletions of *MED31* and *CYCC* in the middle and Cdk modules, respectively, had no detectable effect on the repression of RP genes at 30°C relative to the wild-type strain (Figure 5, Table S5). 

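The deletions of *MED16*, *MED31* and *SSN8*, which encodes cyclin C (*CYCC*), were each compared with wild-type on 2 arrays with reversed dyes. All cells were grown at 30°C and treated with rapamycin at the dose and for the time used for *med20Δ*, and the 6 arrays were processed in the same way. *MED16* (YNL236W) had a log2 ratio of -0.67 (-0.68, -0.66) in *med16Δ*, and *MED31* (YGL127C) of -1.05 (-0.86, -1.25) in *med31Δ*. *SSN8* (YNL025C) had a ratio of -0.88 (-0.95, -0.81) in *cycCΔ*, where its spot was not brighter than the unnamed spots in the *cycCΔ* channel of either array, so that it was at least 1.28-fold lower. The bound sets the wild-type signal against the lowest signal above the unnamed spots in the *cycCΔ* channel. The *MED16* spot exceeded the unnamed spots in the *med16Δ* channel of 1 array and not the other, so its ratio gives a direction and not a size.

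These arrays separated fewer spots from background than the others. Between 65.3% and 85.2% of ORF spots exceeded the unnamed spots in a channel, with a median of 79.5%, against a median of 94.4% over the 18 arrays of the *med20Δ* experiments. The ratios of the 2 arrays of a pair correlated across genes with r = 0.25 for *med16Δ*, 0.239 for *med31Δ* and 0.231 for *cycCΔ*. With 309 to 489 ORF spots left out by their flags, 5773 to 5929 genes were measured on both arrays of a pair.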

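The 128 RP genes measured in rapamycin-treated *med31Δ* and wild-type cells had a median log2 ratio of -0.01, with the 2 arrays on opposite sides of 0 (0.25, -0.22). In *cycCΔ* the median of 122 RP genes was 0.06 (0.24, -0.16), again with the arrays on opposite sides. In *med31Δ* 1 RP gene was higher by 2-fold or more, in *cycCΔ* none was, and no RP gene was lower by 2-fold in either strain. The RP gene higher in *med31Δ* was *RPL3*, at 1.21 (1.67, 0.76), while *RPL28* was at 0.23 (0.22, 0.25). In *cycCΔ* these genes were at 0.16 (0.51, -0.19) and 0.19 (0.30, 0.08). A shift smaller than the difference between the arrays of a pair was not detectable here.

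Over all genes, 6 of 5929 were higher by 2-fold or more in *med31Δ* and 44 were lower, while replicate 1 alone had 25 higher and replicate 2 alone 109 lower. *HHF1* (YBR009C), at 1.20 (1.34, 1.07), was the only gene above 2-fold on both arrays, and the largest falls were those of *AGA2* (YGL032C), at -2.37 (-1.75, -2.99), *RGI1* (YER067W), at -2.03 (-1.80, -2.26), and *BNA1* (YJR025C), at -1.88 (-1.70, -2.07). In *cycCΔ* 23 of 5773 genes were higher and 14 lower, while replicate 2 alone had 53 higher and 49 lower and replicate 1 alone had 59 higher. With the local background subtracted the numbers were 59 and 125 in *med31Δ* and 110 and 72 in *cycCΔ*. *HSP12* (YFL014W) was highest, at 2.71 (3.43, 1.98), followed by *YRO2* (YBR054W), at 2.32 (1.63, 3.01), and YOR053W, at 1.98 (1.69, 2.27), while *YHI9* (YHR029C), at -1.75 (-1.39, -2.11), *TSA1* (YML028W), at -1.40 (-1.57, -1.24), and *SPL2* (YHR136C), at -1.27 (-1.11, -1.42), were lowest.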

Repression of RP gene transcription was also examined by northern analysis in a strain deleted for *MED13* (*SRB9*). This subunit in the repressive Cdk module is a direct target of protein kinase A (PKA) and TOR kinase signaling is thought to control ribosome biogenesis in part by antagonizing the Ras/PKA pathway [32],[33]. However, the wildtype and *MED13* deletion strains showed no differences in their response to rapamycin (data not shown). These results are consistent with the genetic interaction data in that synthetic phenotypes between *MAF1* and Mediator subunits from the middle and Cdk modules were not apparent at 30°C but were only revealed at 37°C (Figure 3). Deletion of *MED16* (*SIN4*) in the tail module showed a modest reduction in the extent of repression of RP genes at 30°C (1.5±0.2 fold relative to wild-type for the 121 RP genes yielding signals in the repressed gene set, Figure 5, Table S5). This effect is consistent with the difference in the strength of the synthetic phenotypes of the *med16Δ maf1Δ* and the *med20Δ maf1Δ* strains at 30°C. Considering that these double mutant strains are both synthetically lethal at elevated temperatures (Figure 3), the findings indicate that Med16 plays a minor role relative to Med20 in rapamycin repression of RP genes under normal growth conditions.

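In rapamycin-treated *med16Δ* cells the median log2 ratio of 129 RP genes relative to wild-type was 0.44 (0.47, 0.31), above all of 10000 random lists, and 109 of the genes were higher on both arrays. One RP gene, *RPL3*, was higher by 2-fold or more, at 1.18 (1.61, 0.75), and *RPL28* was at 0.73 (0.59, 0.87). As a linear ratio, the mean over these RP genes was 1.34 with an SD across genes of 0.23. Over the RP genes listed in Table S5, of which 120 were measured on both arrays, the mean was 1.37 with an SD across genes of 0.21. The corresponding means were 1.04 in both *cycCΔ* and *med31Δ*. Among all 5926 genes, 8 were higher by 2-fold or more and 6 lower. Replicate 1 alone had 18 higher and replicate 2 alone 52 lower, and the numbers were 58 and 44 with the local background subtracted and 46 and 41 with the authors' normalized ratios. Among genes past 2-fold on both arrays, *OPT2* (YPR194C), at a log2 ratio of 1.38 (1.11, 1.65), *HHF1*, at 1.30 (1.20, 1.40), and *FLO11* (YIR019C), at 1.14 (1.19, 1.09), were highest, and *RGI1*, at -1.35 (-1.48, -1.21), *HIS4* (YCL030C), at -1.23 (-1.08, -1.39), and *TMA10* (YLR327C), at -1.15 (-1.18, -1.12), were lowest.

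**Figure D3:**
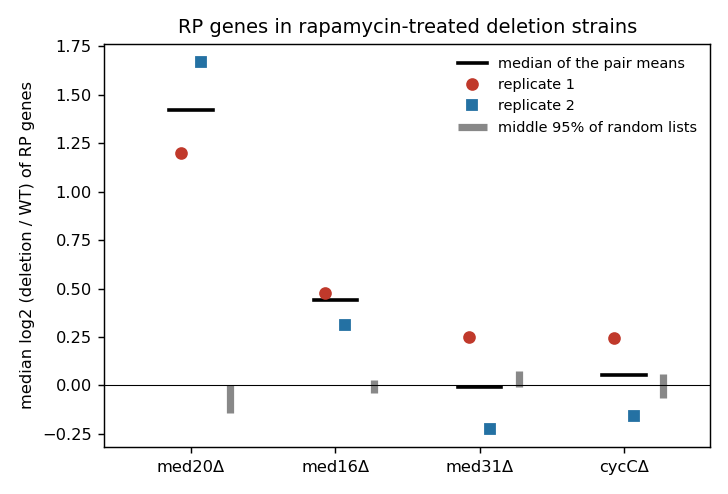
Median log2 ratio of RP genes between each rapamycin-treated deletion strain and wild-type (vertical axis) for *med20Δ*, *med16Δ*, *med31Δ* and *cycCΔ* (horizontal axis), for the mean of the pair (black line) and for replicate 1 (red circle) and replicate 2 (blue square). Gray bars give the middle 95% of medians of random lists, drawn from the pair means and not from single arrays. Both arrays lie above them for *med20Δ* and *med16Δ*, and replicate 1 alone for *med31Δ* and *cycCΔ*.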

## Discussion

The large (>1 MDa) Mediator complex is organized into four structurally distinct modules, the head, middle, tail and Cdk modules, and functions to transduce regulatory information from DNA–bound activators and repressors to the general RNA pol II transcription machinery [23],[34],[35]. In addition to its role in regulating transcription, studies with temperature-sensitive head module subunits (e.g. Med17/Srb4) have suggested that Mediator is essential for all transcription in vivo [36]. This is supported by the ability of Mediator to stimulate basal transcription in vitro and by the temperature-sensitivity of this stimulation in extracts of an *srb4-138* mutant strain [37]. Recently, the ubiquitous function of Mediator in transcription has been questioned based on chromatin immunoprecipitation (ChIP) experiments showing that the association of Mediator and RNA pol II with many actively transcribed genes is not correlated [29]. Indeed, the observation that Mediator associates very poorly with the enhancer regions of RP and glycolytic genes, which together account for 50% or more of RNA pol II transcription in actively growing cells [1], has suggested that Mediator may not be required for their transcription [29]. Other groups have reported Mediator associations with the coding regions of highly expressed genes [38],[39]. However, Mediator binding ratios in RP coding regions are also very low (e.g. an average binding ratio of 1.3 was determined from 28 experiments versus 4.3 from 13 experiments for RNA pol II, [38]). Our examination of the molecular basis for synthetic fitness defects between Maf1 and different Mediator subunits has revealed a prominent role for a non-essential head module subunit, Med20, in the repression of RP gene transcription under several different conditions. Together with similar observations for a tail module subunit, Med16, our results bear directly on the issue of Mediator involvement in RP gene transcription.

Studies published to date have attributed the head module of Mediator with a largely positive role in transcription [25]; negative regulation by head module subunits under specific nutritional or environmental conditions has not been reported. We find that Med20 functions both positively and negatively on different subsets of genes under a range of environmental conditions (Figures 4, 5 and Figure S4). For the induction of Gcn4-regulated genes by rapamycin, the effect of deleting *MED20* is consistent with other reports showing reduced recruitment of Mediator by promoter-bound Gcn4 and diminished transcriptional activation of Gcn4-controlled genes when Med20 or subunits of the tail module are deleted [24],[27]. For RP genes, where the association of Mediator by ChIP is poor, the evidence supporting a direct role for Mediator in repression is based on the specificity of the response and the fact that changes in gene expression in unstressed *med20Δ* cells are minimal and are unlikely to impact RP gene transcription ([25] and see below). RP and *Ribi* genes show nearly identical transcription responses to environmental and genetic perturbation [5],[28] even though the promoters of these genes generally contain different cis-acting elements (Rap1 and/or Abf1 sites for RP genes, PAC and/or RRPE elements for *Ribi* genes). Despite these differences, both sets of genes are regulated by Sfp1 in response to nutrients and stress conditions including rapamycin [5]. The fact that the *Ribi* genes are repressed normally by rapamycin in *med20Δ* strains whereas the repression of RP genes is attenuated indicates that the TOR signaling pathway mediating this response is not impaired and suggests that the differences in repression are likely independent of Sfp1. Molecular genetic, biochemical and structural studies indicate that deletion of *MED20* does not significantly perturb the overall structure of Mediator: The absence of Med20 does not affect the assembly of other head module subunits into a stable complex [40] or the association of the head module with other modules of Mediator [23],[24],[41]. These data together with the crystal structure of a Med8-C-Med18-Med20 submodule and EM images suggest that Med20 occupies a peripheral position in the head module and in the complete complex [40],[41]. In support of the limited structural effects of deleting *MED20*, the expression profile of unstressed *med20Δ* cells shows that only a small number of genes are affected (Figure 4, Table S3, [25]). Importantly, the annotated functions of this small group of genes do not reveal changes in transcription or other processes that might indirectly account for the attenuated repression of RP genes. Given the data indicating that Mediator is essential for all RNA pol II transcription [36],[37], our findings are consistent with a direct effect of Mediator on RP gene transcription under specific repressing conditions. However, as noted above, Mediator subunits are not efficiently cross-linked to RP genes in ChIP assays [29],[38],[39]. We infer from this that the nature of the interactions between Mediator and RP genes is fundamentally different from other genes that exhibit robust Mediator ChIP signals. One possibility is that the function of Mediator on RP genes may require only a transient association. Alternatively, the physical nature of the interaction between Mediator and the nucleoprotein complexes assembled on RP genes may not be compatible with its efficient crosslinking. Focusing on the prominent effect of Med20 (Figure 4), a third explanation is that this protein functions independently of the Mediator complex in the repression of RP genes. While we cannot exclude this possibility, it does not account for the attenuated repression observed when the tail module subunit Med16 is deleted (Figure 5 and Table S5). Moreover, the synthetic interactions between *MAF1* and Mediator subunits representing each structural module of the complex imply that a function of Mediator, not just Med20, underlies the functional relationship with Maf1. As discussed below, a growing body of evidence supports the view that this relationship involves the coordinate regulation of ribosome and tRNA synthesis. Given the role of Maf1 in repressing RNA pol III transcription, an analogous role for Mediator in RP gene transcription is consistent with the typical interpretation of SSL interactions, namely, that the genes function in parallel pathways. Therefore, we suggest that Mediator and Maf1 function at the downstream end of distinct signaling pathways to negatively regulate RP mRNA and tRNA synthesis, respectively.

Unlike deletion of *MAF1*, which quantitatively blocks repression of RNA pol III transcription [4], deletion of *MED20* only attenuates repression of RP genes. Thus, the signaling pathways that repress RP genes must have multiple targets within the RNA pol II transcription machinery. Besides Mediator, what other transcriptional targets are involved in the repression of RP genes? Previous work has identified Crf1 as a TOR kinase-regulated corepressor of RP genes [7]. We tested whether deletion of *CRF1*, either by itself or in combination with a deletion of *MED20* could affect rapamycin-mediated repression of RP genes in the SGA strain background (S288C). Although we generated the *crf1Δ* strains *de novo*, northern analysis of multiple RNA samples did not reveal any quantitative differences compared to the controls (data not shown). This result is consistent with findings in the W303 strain background [42], indicating that the corepressor function of Crf1 at RP genes is strain-specific. Other observations suggest that the TFIID complex may participate in the repression of RP genes. TFIID occupancy of RP genes is high [43] and the transcription of RP genes is strongly TFIID-dependent [44]. This dependence reflects both a core promoter recognition function and a coactivator function of TFIID on these promoters [44],[45]. Our SGA screens identified synthetic fitness defects between *MAF1* and five *TAF*s, two of which (*TAF8* and *TAF11*) are unique to the TFIID complex [43]. The basis for these genetic interactions may be similar to *MED20*. In other words, synthetic growth defects may result, in part, from the inability to repress RNA pol III transcription coupled with attenuated repression of RP gene transcription. This interpretation is consistent with the identification of genetic interactions between *MAF1* and genes in the ribosome biogenesis category (*TIF6* and several *RPL* genes), where functional insufficiencies are known to block the repression of rDNA and RP gene transcription following interruption of the secretory pathway [19],[20]. Another link to transcriptional control of ribosome synthesis is provided by the genetic interaction between *UTP22* and *MAF1*. *UTP22* encodes one of three essential gene products (the others being Ifh1 and Rrp7) that associate with casein kinase II (CK2) to form the CURI complex [22]. This complex is thought to coordinate two parallel pathways necessary for ribosome synthesis, namely, the transcription and processing of pre-rRNA and the transcription of ribosomal protein genes. The presence of CK2 in the complex further strengthens the proposed functional association between *MAF1* and ribosome synthesis based on studies of CK2 in the transcriptional response of RNA pols I and III to DNA damage [46]. Finally, we found that nearly one-fifth of the *MAF1* SSL genes identified in the non-essential gene-deletion array are associated with defects in the repression of RP gene transcription (Figure S1). These observations support our hypothesis that the genetic interaction between *MAF1* and *MED20* is related to the combination of defects in the repression of RNA pol III and RP gene transcription. This interpretation does not exclude the possibility that other changes in the *maf1 med20* double mutant strain may contribute to its synthetic phenotype. Given the genetic interactions of *MAF1* with subunits of Mediator and the TFIID complex, our identification of a negative regulatory function for Med20 at RP genes suggests a possible relationship with TFIID in this process since the head module of Mediator contains a multipartite TBP-binding site that includes a direct interaction between TBP and Med20 [41].

In addition to genes involved in ribosome biogenesis and transcription, our SGA analysis of *MAF1* revealed a significant functional relationship with enzymes involved in tRNA modification (Figure 2, Table S1). This group of interactions supports a previous proposal concerning the paradoxical anti-suppressor phenotype of *maf1Δ* strains. Loss of *MAF1* function causes a significant increase in the cellular level of mature tRNA (from ∼10% to ∼25% of total RNA) yet the activity of the *SUP11-o* nonsense suppressor decreases [47]. This anti-suppressor phenotype was suggested to result from incomplete isopentenylation of an adenine base (A37, adjacent to the anticodon) which is important for tRNA decoding efficiency. A recent study of synthetic interactions between certain non-essential tRNA modifying enzymes has highlighted their function in tRNA stability and cell survival [48]. Our findings demonstrate that tRNA modifications become critical in the *maf1Δ* strain since the additional loss of any one of six tRNA modifying enzymes results in a synthetic growth defect (Figure 1). We anticipate that an analysis of the genetic interactions between *MAF1* and this group of enzymes will provide new insights into their biological function.

## Materials and Methods

### SGA Methods

Triplicate SGA screens of a *maf1Δ* query strain (Y6338 *Matα can1Δ::MFA1pr-HIS3 lyp1Δ ura3Δ0 leu2Δ0 his3Δ1 met15Δ0 maf1Δ::natR*) were performed against the non-essential gene-deletion array (∼4700 strains) and against an array of conditionally-expressed essential genes (∼800 Tet-promoter strains). Each screen was conducted with duplicate copies of the array in a 768 colony per plate format as described previously [15],[17],[18]. In Tet-promoter array screens, the haploid double mutant strains were scored for growth on medium with and without doxycycline (10 µg/ml). Visual inspection and computer-based analysis of digital images was used to identify double mutant strains exhibiting fitness (growth) defects [18] relative to a control set of double mutants obtained using strain Y5518 (*Matα mfa1Δ::MFA1pr-HIS3 lyp1Δ ura3Δ0 leu2Δ0 his3Δ1 met15Δ0 can1Δ::natR*). Candidate synthetic genetic interactions were validated by random spore analysis [15],[17] at either 30°C or at elevated temperatures (35–37°C) since this enhanced the severity of the synthetic fitness defect in many cases. The enrichment of GO Bioprocess terms in the *MAF1* SSL gene set was calculated by hypergeometric distribution with aid of the MIPS Functional Catalogue Database.

### Construction of the *MAF1* Genetic Interaction Network

Random spore-validated *MAF1* SSL genes were queried against the BioGRID Database version 2.0.23 (released Jan 3, 2007) to compile a list of 4012 interactions involving 1225 genes. Interactions were found for all but two *MAF1* SSL genes (Fyv5, and YGL007W). The set of interactions was superimposed onto the *MAF1* SSL gene set using Osprey software and filtered to reveal interactions between nodes in the *MAF1* genetic interaction network.

### Microarray Experiments

Strain BY4741 (*Mata ura3Δ0 leu2Δ0 his3Δ1 met15Δ0*) and isogenic deletion strains (*xxxΔ:kanR*) were grown in YPD at 30°C to an optical density (A600) of ∼0.2 before addition of drugs or drug vehicle, unless otherwise indicated. Treatments with rapamycin (0.2 µg/ml from a 1 mg/ml stock solution in DMSO, AG Scientific) and CPZ (250 µM from a 500 mM stock solution in water, Sigma) were for 1 hour [4]. Treatments with hydrogen peroxide (0.32 mM, Sigma) and tunicamycin (2.5 µg/ml from a 5 mg/ml stock in 75% methanol, Sigma) were for 30 min. and 90 min. respectively [4],[28]. A transient mild heat shock treatment of cells growing at 29°C was achieved by centrifugation and resuspension in pre-warmed, 39°C medium for 20 min. [28]. To compare cells following the diauxic shift, an early log culture (OD600 = 0.01) was grown for 48 hours at 30°C and then harvested. Detailed procedures for culturing cells, RNA preparation, hybridization, image acquisition and data processing for microarrays have been described [49]. Replicates of each sample were performed using a fluor-reversal strategy [50]. Microarray data have been deposited in the Gene Expression Omnibus Database under accession number GSE11397.

## Supporting Information

Figure S1 Northern analysis of RP genes in wild-type and *MAF1* SSL strains before and after rapamycin treatment.
(0.15 MB PDF) Click here for additional data file.

Figure S2 Transcription of a tRNALeu gene is robustly repressed by rapamycin in the med20 strain.
(0.07 MB PDF) Click here for additional data file.

Figure S3 Genes induced and repressed by rapamycin treatment of strain S288c.
(0.10 MB PDF) Click here for additional data file.

Figure S4 Clustergram comparison of *med20Δ* versus wild-type expression ratios under different environmental conditions.
(0.05 MB PDF) Click here for additional data file.

Table S1 Phenotypes and functions of *MAF1* SSL genes.
(0.03 MB PDF) Click here for additional data file.

Table S2 Expression ratios (log base 10) comparing *med20Δ* and wild-type strains before and after rapamycin treatment.

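The copy of Table S2 used here holds 1419 of the paper's 1420 genes, so no overlap or enrichment was computed from it. Its 4 columns were set against the authors' normalized log10 ratios of the single arrays. Every value compared, between 1417 and 1419 per column, equals the plain mean of the arrays that have a ratio to within 0.005, and the largest difference was 6.46e-07. For 12 to 17 genes per column only 1 array has a ratio, so the listed value rests on that array alone. In the copy, the paper's values pass 2-fold for 349 genes higher and 436 lower in the *med20Δ* strain with and without rapamycin. With the processing used here the numbers for that comparison were 183 and 320.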

(0.43 MB PDF) Click here for additional data file.

Table S3 Yeast GO bioprocess terms represented in merged *med20Δ* versus wild-type datasets.
(0.04 MB PDF) Click here for additional data file.

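The copy of Table S4 used here holds 1062 of the paper's 1063 genes and was likewise used for no overlap or enrichment. Each of its 6 columns equals the mean of the authors' normalized log10 ratios over the dye-reversed arrays of a condition, with a largest difference of 6.43e-07 over 1059 to 1061 genes per column. Between 13 and 35 genes per column have a ratio on 1 array only. In the copy, the paper's values pass 2-fold for 261 genes higher and 156 lower with hydrogen peroxide, and for 61 higher and 141 lower with heat.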

Table S4 Expression ratios (log base 10) comparing *med20Δ* versus wild-type strains under different repressing conditions.
(0.41 MB PDF) Click here for additional data file.

Table S5 Expression ratios of ribosomal protein genes comparing different Mediator subunit deletions versus wild-type after rapamycin treatment.

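Table S5 lists linear ratios of 121 RP genes in rapamycin-treated *med16Δ*, *cycCΔ* and *med31Δ* strains relative to wild-type. The log10 of its values lies within 0.003 of the mean of the authors' normalized log10 ratios for every gene. The columns have means of 1.46, 1.02 and 1.09 as the paper's values, with SDs across genes of 0.23, 0.18 and 0.28. Single arrays carry the ratio of 3, 8 and 2 genes in these columns.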

(0.04 MB PDF) Click here for additional data file.

Text S1 Supporting text.
(0.10 MB PDF) Click here for additional data file.

# Supplementary material for: Genetic Interactions of MAF1 Identify a Role for Med20 in Transcriptional Repression of Ribosomal Protein Genes
**Source:** PLoS Genet. 2008 Jul 4;4(7):e1000112. doi: 10.1371/journal.pgen.1000112
**Supplement:** Table S1 — Phenotypes and functions of MAF1 SSL genes. (0.03 MB PDF)

**Table S1**  
**Phenotypes and Functions of *MAF1* SSL Genes**

| Gene    | Deletion<br>Lethal/Viable | Random Spore<br>Analysis <sup>a</sup> | Gene Function                                                 | Biological process                              |
|---------|---------------------------|---------------------------------------|---------------------------------------------------------------|-------------------------------------------------|
| MAK21   | L                         | SS                                    | unknown function                                              | ribosome biogenesis, large subunit              |
| TIF6    | L                         | SS                                    | ribosomal large subunit binding                               | ribosome biogenesis, large subunit              |
| MAK16   | L                         | SS                                    | unknown function                                              | ribosome biogenesis, large subunit              |
| YTM1    | L                         | SS                                    | unknown function                                              | ribosome biogenesis, large subunit              |
| BUD20   | V                         | SS-SS                                 | unknown function                                              | ribosome biogenesis, large subunit              |
| RRP1    | L                         | SS                                    | unknown function                                              | ribosome biogenesis, large subunit              |
| MRT4    | V                         | SS-SS                                 | unknown function                                              | ribosome biogenesis, large subunit & mRNA decay |
| KEM1    | V                         | SS*                                   | 5'-3' exoribonuclease, 35S rRNA processing                    | ribosome biogenesis & mRNA decay                |
| YOR235W | V                         | SS                                    | dubious ORF, deletion overlaps SNR17a                         | ribosome biogenesis, small subunit              |
| UTP15   | L                         | SS                                    | snoRNA binding, processing of 20S pre-rRNA                    | ribosome biogenesis, small subunit              |
| UTP5    | L                         | SS                                    | snoRNA binding, processing of 20S pre-rRNA                    | ribosome biogenesis, small subunit              |
| UTP22   | L                         | SS                                    | snoRNA binding, processing of 20S pre-rRNA                    | ribosome biogenesis, small subunit              |
| PNO1    | L                         | SS                                    | pre-18S rRNA processing                                       | ribosome biogenesis, small subunit              |
| NSR1    | V                         | SS*                                   | rRNA processing                                               | ribosome biogenesis                             |
| PWP1    | L                         | SS                                    | unknown function, rRNA processing                             | ribosome biogenesis                             |
| GRC3    | L                         | SS                                    | unknown function, rRNA processing                             | ribosome biogenesis                             |
| LRP1    | V                         | SS-ts                                 | exosome                                                       | ribosome biogenesis                             |
| RRP43   | L                         | SS                                    | exosome                                                       | ribosome biogenesis                             |
| RRP46   | L                         | SS                                    | exosome                                                       | ribosome biogenesis                             |
| HCR1    | V                         | SS*                                   | processing of 20S pre-rRNA, translation eIF 3 complex         | ribosome biogenesis & translation               |
| RPS19B  | V                         | SS*                                   | ribosomal protein                                             | translation                                     |
| RPS17A  | V                         | SS*                                   | ribosomal protein                                             | translation                                     |
| RPL43A  | V                         | SS-SS                                 | ribosomal protein                                             | translation                                     |
| RPL20B  | V                         | SS*                                   | ribosomal protein                                             | translation                                     |
| RPS16A  | V                         | SS*                                   | ribosomal protein                                             | translation                                     |
| TIF35   | L                         | SS                                    | translation initiation factor 3(eIF3) subunit                 | translation                                     |
| KRS1    | L                         | SS                                    | lysine-tRNA ligase                                            | aminoacylation                                  |
| DED81   | L                         | SS                                    | asparaginyl-tRNA aminoacylation                               | aminoacylation                                  |
| LSM1    | V                         | SS-ts                                 | Sm like protein                                               | cytoplasmic mRNA decay                          |
| PUS1    | V                         | SS-SL                                 | pseudouridylate synthase, tRNA positions 26-28, 34-36, 65, 67 | tRNA modification                               |

|        |   |       |                                                   |                                           |
|--------|---|-------|---------------------------------------------------|-------------------------------------------|
| PUS4   | V | SS-SS | pseudouridylate synthase, tRNA position 55        | tRNA modification                         |
| PUS5   | V | SS*   | pseudouridine synthase, mitochondrial 21S rRNA    | rRNA modification                         |
| TAN1   | V | SS-ts | tRNA acetyltransferase                            | tRNA modification                         |
| TRM1   | V | SS*   | tRNA (guanine-N2-)-methyltransferase              | tRNA modification                         |
| TRM10  | V | SS*   | tRNA (guanine-N1-)-methyltransferase              | tRNA modification                         |
| GCD10  | L | SS-SL | tRNA (1-methyladenosine) methyltransferase        | tRNA modification                         |
| LOS1   | V | SS*   | tRNA karyopherin                                  | tRNA nuclear export                       |
| NUP133 | V | SS*   | nuclear pore complex                              | nucleocytoplasmic transport               |
| SRB2   | V | SS-SL | mediator subunit                                  | RNA polymerase II transcription           |
| SPT10  | V | SS-ts | putative histone acetyltransferase                | RNA polymerase II transcription           |
| SFL1   | V | SS*   | transcription factor homologous to Hsf1           | RNA polymerase II transcription           |
| MGA2   | V | SS*   | transcriptional activator                         | RNA polymerase II transcription           |
| TAF6   | L | SS    | TFIID and SAGA complexes                          | RNA polymerase II transcription           |
| TAF8   | L | SS    | TFIID complex                                     | RNA polymerase II transcription           |
| TAF9   | L | SS    | TFIID and SAGA complexes                          | RNA polymerase II transcription           |
| TAF11  | L | SS    | TFIID complex                                     | RNA polymerase II transcription           |
| TAF12  | L | SS    | TFIID and SAGA complexes                          | RNA polymerase II transcription           |
| UMP1   | V | SS*   | maturation of 20S proteasome                      | ubiquitin-dependent protein catabolism    |
| PRE5   | L | SS    | proteasome endopeptidase, 20S core                | ubiquitin-dependent protein catabolism    |
| RPT4   | L | SS    | ATPase, 19S regulatory particle                   | ubiquitin-dependent protein catabolism    |
| RPN8   | L | SS    | proteasome endopeptidase, 19S regulatory particle | ubiquitin-dependent protein catabolism    |
| RPN11  | L | SS    | proteasome endopeptidase, 19S regulatory particle | ubiquitin-dependent protein catabolism    |
| MRK1   | V | SS-SS | Glycogen synthase kinase 3 (GSK-3) homolog        | stress response                           |
| MDM34  | V | SS*   | mitochondrial outer membrane protein              | mitochondrion organization and biogenesis |
| PCP1   | V | SS*   | mitochondrial serine protease                     | mitochondrion organization and biogenesis |
| YOR1   | V | SS*   | xenobiotic-transporting ATPase                    | transport                                 |
| FYV5   | V | SS*   | unknown function                                  | ion homeostasis                           |
| GYP1   | V | SS-SS | Rab GTPase activator                              | vesicle-mediated transport                |
| PSA1   | L | SS    | mannose-1-phosphate guanylttransferase            | cell wall biosynthesis                    |
| ACS2   | L | SS    | Acetyl-coA synthetase isoform                     | acetyl-CoA biosynthesis                   |

|         |   |       |                   |                         |
|---------|---|-------|-------------------|-------------------------|
| ERG12   | L | SS    | mevalonate kinase | ergosterol biosynthesis |
| YGL007W | V | SS-ts | unknown function  | unknown process         |
| YGL250W | V | SS-SS | unknown function  | unknown process         |
| ILM1    | V | SS*   | unknown function  | unknown process         |

---

<sup>a</sup>SS For non-essential genes, synthetic sick at 30°C; For essential genes, synthetic sick in the presence or absence of doxycycline

SS-SS synthetic sick at 30°C and at 35-37°C

SS\* synthetic sick at 35-37°C

SS-ts synthetic phenotype at 30°C enhanced at elevated temperatures

SS-SL For non-essential genes, synthetic sick at 30°C, lethal at 35-37°C; For essential genes, synthetic sick -doxycycline, lethal + doxycycline

# Supplementary material for: Genetic Interactions of MAF1 Identify a Role for Med20 in Transcriptional Repression of Ribosomal Protein Genes
**Source:** PLoS Genet. 2008 Jul 4;4(7):e1000112. doi: 10.1371/journal.pgen.1000112
**Supplement:** Table S2 — Expression ratios (log base 10) comparing med20Δ and wild-type strains before and after rapamycin treatment. (0.43 MB PDF)

**Table S2****Expression ratios (log base 10) comparing med20Δ and wild-type strains before and after rapamycin treatment**

The data have been filtered to select genes whose expression increased or decreased two fold or more in any of the four pairwise comparisons

| UNIQID    | Gene Name | med20/WT  | WT +/-<br>rapamycin | med20 +/-<br>rapamycin | med20/WT +<br>rapamycin |
|-----------|-----------|-----------|---------------------|------------------------|-------------------------|
| YPL220W   | RPL1A     | 0.239892  | -0.542612           | -0.257786              | NaN                     |
| YPL192C   | PRM3      | 0.028019  | -0.089602           | -0.371525              | NaN                     |
| YPL081W   | RPS9A     | 0.010845  | -1.184456           | -0.370688              | 0.792405                |
| YLR185W   | RPL37A    | 0.097813  | -0.966224           | -0.288388              | 0.705401                |
| YHR061C   | GIC1      | -0.13448  | -0.062068           | 0.034822               | 0.688293                |
| YDR500C   | RPL37B    | 0.083627  | -1.047937           | -0.385713              | 0.688107                |
| YLL009C   | COX17     | 0.495923  | -0.054028           | 0.147178               | 0.682061                |
| YBL071C   | YBL071C   | 0.250918  | -0.163865           | -0.17553               | 0.668368                |
| YBR189W   | RPS9B     | -0.002531 | -1.035597           | -0.329334              | 0.661152                |
| YOL040C   | RPS15     | 0.078857  | -0.950487           | -0.193118              | 0.637436                |
| YLR406C   | RPL31B    | 0.053659  | -0.97134            | -0.426663              | 0.635714                |
| YIL018W   | RPL2B     | 0.038804  | -0.862459           | -0.259751              | 0.622047                |
| YFR031C-A | RPL2A     | 0.148142  | -0.769675           | -0.262356              | 0.582971                |
| YGL189C   | RPS26A    | 0.064406  | -0.845315           | -0.109832              | 0.577591                |
| YGR214W   | RPS0A     | 0.152945  | -0.913992           | -0.442015              | 0.576644                |
| YGR034W   | RPL26B    | 0.058058  | -1.037908           | -0.596379              | 0.570964                |
| YOL039W   | RPP2A     | 0.130512  | -0.787855           | -0.248768              | 0.56857                 |
| YKR057W   | RPS21A    | 0.166726  | -0.959117           | -0.382545              | 0.563017                |
| YFL034C-A | RPL22B    | -0.084047 | -1.026742           | -0.584272              | 0.557962                |
| YDL082W   | RPL13A    | 0.166239  | -0.839425           | -0.314712              | 0.557959                |
| YLR367W   | RPS22B    | -0.062151 | -1.078866           | -0.502795              | 0.548732                |
| YBR048W   | RPS11B    | 0.041274  | -0.773734           | -0.298046              | 0.546169                |
| YPL249C-A | RPL36B    | 0.092176  | -0.749451           | -0.206364              | 0.545808                |
| YJR094W-A | RPL43B    | 0.079206  | -0.788469           | -0.295404              | 0.544692                |
| YDR471W   | RPL27B    | 0.081062  | -0.85323            | -0.43556               | 0.540626                |
| YML024W   | RPS17A    | 0.047923  | -0.842447           | -0.279956              | 0.538612                |
| YER102W   | RPS8B     | 0.117025  | -0.76625            | -0.250779              | 0.536283                |
| YLL045C   | RPL8B     | 0.040313  | -0.937432           | -0.377371              | 0.533813                |
| YPL079W   | RPL21B    | 0.071874  | -0.923933           | -0.287453              | 0.532388                |
| YGL147C   | RPL9A     | 0.039564  | -0.996145           | -0.318171              | 0.521344                |
| YOR293W   | RPS10A    | 0.122578  | -0.853531           | -0.402153              | 0.520309                |
| YHR021C   | RPS27B    | 0.069041  | -0.921556           | -0.378412              | 0.517029                |
| YOR167C   | RPS28A    | 0.060191  | -0.774578           | -0.187935              | 0.514154                |
| YDR447C   | RPS17B    | 0.082807  | -0.754981           | -0.285331              | 0.513686                |
| YFR032C-A | RPL29     | -0.025424 | -0.546459           | -0.188905              | 0.512835                |
| YER074W   | RPS24A    | 0.006499  | -0.719377           | -0.347083              | 0.512531                |
| YER058W   | PET117    | 0.322495  | 0.027848            | 0.19313                | 0.509352                |
| YJL190C   | RPS22A    | 0.096328  | -0.993173           | -0.461434              | 0.507972                |
| YBL072C   | RPS8A     | 0.145677  | -0.712775           | -0.239942              | 0.505028                |
| YLR264W   | RPS28B    | 0.018802  | -0.821964           | -0.245131              | 0.504382                |
| YBR191W   | RPL21A    | 0.118651  | -0.861067           | -0.403355              | 0.504293                |
| YBL087C   | RPL23A    | 0.029866  | -0.831431           | -0.23714               | 0.50283                 |
| YBR071W   | YBR071W   | 0.148488  | 0.113222            | 0.445527               | 0.495155                |
| YPL143W   | RPL33A    | -0.035359 | -0.937086           | -0.407104              | 0.493553                |
| YPL198W   | RPL7B     | 0.08718   | -0.849378           | -0.203931              | 0.491217                |

|         |         |           |           |           |           |
|---------|---------|-----------|-----------|-----------|-----------|
| YGL121C | YGL121C | -0.278984 | 1.010944  | 0.745394  | -0.630517 |
| YKL218C | SRY1    | -0.126132 | 0.728258  | 0.408319  | -0.639946 |
| YML123C | PHO84   | -0.46475  | -0.099003 | -0.196904 | -0.647639 |
| YCL030C | HIS4    | 0.29915   | 1.021913  | 0.154499  | -0.649936 |
| YIL164C | NIT1    | -0.105998 | 0.805832  | 0.179743  | -0.653088 |
| YPR160W | GPH1    | -0.161789 | 0.570299  | 0.461824  | -0.654157 |
| YDR453C | YDR453C | -0.13258  | 0.728644  | 0.439639  | -0.664586 |
| YIL165C | YIL165C | -0.191721 | 0.6157    | 0.055208  | -0.697728 |
| YKL096W | CWP1    | -0.241469 | 0.287099  | -0.128879 | -0.71544  |
| YOR303W | CPA1    | 0.096226  | 0.84978   | 0.174042  | -0.721809 |
| YCL027W | FUS1    | -0.466599 | 0.313765  | 0.119912  | -0.726476 |
| YHR029C | YHR029C | -0.156708 | 0.744605  | 0.346573  | -0.744948 |
| YBR072W | HSP26   | -0.414335 | 0.474147  | 0.20479   | -0.757502 |
| YBR285W | YBR285W | -0.136539 | 0.61513   | 0.375846  | -0.757813 |
| YDR033W | MRH1    | -0.778339 | 0.199817  | 0.284524  | -0.760212 |
| YGL032C | AGA2    | -0.542064 | 0.433769  | 0.222921  | -0.769891 |
| YJR025C | BNA1    | -0.325773 | 0.311586  | 0.192118  | -0.794256 |
| YNR044W | AGA1    | -0.410736 | 0.543859  | 0.252537  | -0.823156 |
| YHR022C | YHR022C | -0.201995 | 0.605543  | 0.087981  | -0.856121 |
| YMR096W | SNZ1    | 0.006831  | 1.048419  | 0.074325  | -0.943327 |
| YNL160W | YGP1    | -0.695198 | 0.304312  | 0.16843   | -0.95492  |
| YBR054W | YRO2    | -0.37618  | 0.425113  | -0.011021 | -0.99495  |
| YFL014W | HSP12   | -0.463788 | 0.787702  | 0.353922  | -1.064175 |

# Supplementary material for: Genetic Interactions of MAF1 Identify a Role for Med20 in Transcriptional Repression of Ribosomal Protein Genes
**Source:** PLoS Genet. 2008 Jul 4;4(7):e1000112. doi: 10.1371/journal.pgen.1000112
**Supplement:** Table S3 — Yeast GO bioprocess terms represented in merged med20Δ versus wild-type datasets. (0.04 MB PDF)

Table S3

Yeast GO Bioprocess Terms Represented in Merged *med20*Δ versus Wild-type Datasets.Genes underexpressed in *med20*Δ versus wild-type strains

| GOLD  | GO term                                        | Frequency                  | Gene(s)                                                                                                                                                          |
|-------|------------------------------------------------|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 6950  | response to stress                             | 16 out of 106 genes, 15.1% | PRX1,HSP26,PHO5,HSP30,GPD1,HSP12,STF2,YHB1,WSC4,KOG1,TSL1,DDR48,GAD1,HOR7,YGP1,ATX1,GLK1,HXT7,HXT6,PIC2,HXK1,ZRT1,STF2,TPO2,WSC4,PTK1,PHO84,ATX1,TPO4,FIT2,SRP68 |
| 6810  | transport                                      | 15 out of 106 genes, 14.2% | TKL2,GLK1,SOR2,ICL1,HXK1,TSL1,PGM2,MSS11,TYE7,CIT3,GPH1                                                                                                          |
| 5975  | carbohydrate metabolic process                 | 11 out of 106 genes, 10.4% | RSC6,EMI2,PNC1,BCD1,YHR087W,MSS11,TYE7                                                                                                                           |
| 16070 | RNA metabolic process                          | 8 out of 106 genes, 7.5%   | FUS1,MFA1,AGA2,FAR1,ASG7,MFA2,AGA1                                                                                                                               |
| 746   | conjugation                                    | 7 out of 106 genes, 6.6%   | GCV3,RSC6,PNC1,ZIP2,FYV4,YMR134W                                                                                                                                 |
| 6996  | organelle organization and biogenesis          | 7 out of 106 genes, 6.6%   | BDH1,STF2,COX5B,TSL1,CIT3,GPH1                                                                                                                                   |
| 6091  | generation of precursor metabolites and energy | 6 out of 106 genes, 5.7%   | RSC6,EMI2,PNC1,MSS11,TYE7                                                                                                                                        |
| 6350  | transcription                                  | 6 out of 106 genes, 5.7%   | GCV3,CHA1,GCV1,ARO10,SDL1,GAD1                                                                                                                                   |
| 6519  | amino acid and derivative metabolic process    | 6 out of 106 genes, 5.7%   | PHO5,FUS1,DIA3,KOG1,MSS11                                                                                                                                        |
| 9653  | anatomical structure morphogenesis             | 5 out of 106 genes, 4.7%   | TKL2,GPD1,PNC1,BNA1,BNA5                                                                                                                                         |
| 6766  | vitamin metabolic process                      | 5 out of 106 genes, 4.7%   | MFA1,KOG1,FAR1,MFA2                                                                                                                                              |
| 7165  | signal transduction                            | 4 out of 106 genes, 3.8%   | RSC6,PNC1,MSC1,DDR48                                                                                                                                             |
| 6259  | DNA metabolic process                          | 4 out of 106 genes, 3.8%   | PRX1,GPD1,YMR134W,ATX1                                                                                                                                           |
| 19725 | cellular homeostasis                           | 4 out of 106 genes, 3.8%   | ZIP2,FAR1,MSC1,TYE7                                                                                                                                              |
| 7049  | cell cycle                                     | 4 out of 106 genes, 3.8%   | DSE1,DSE2,CWP1,ECM3                                                                                                                                              |
| 7047  | cell wall organization and biogenesis          | 4 out of 106 genes, 3.8%   | SCW11,DSE2                                                                                                                                                       |
| 910   | cytokinesis                                    | 2 out of 106 genes, 1.9%   | ZIP2,MSC1                                                                                                                                                        |
| 7126  | meiosis                                        | 2 out of 106 genes, 1.9%   | DIA3,MSS11                                                                                                                                                       |
| 7124  | pseudohyphal growth                            | 2 out of 106 genes, 1.9%   | COX5B                                                                                                                                                            |
| 6118  | electron transport                             | 1 out of 106 genes, 0.9%   | CIT3                                                                                                                                                             |
| 45333 | cellular respiration                           | 1 out of 106 genes, 0.9%   | HRT3                                                                                                                                                             |
| 6464  | protein modification process                   | 1 out of 106 genes, 0.9%   | EMI2                                                                                                                                                             |
| 30435 | sporulation                                    | 1 out of 106 genes, 0.9%   | YPC1                                                                                                                                                             |
| 6629  | lipid metabolic process                        | 1 out of 106 genes, 0.9%   | HRT3                                                                                                                                                             |
| 30163 | protein catabolic process                      | 1 out of 106 genes, 0.9%   | none                                                                                                                                                             |
| 42254 | ribosome biogenesis and assembly               | 0 out of 106 genes, 0%     | none                                                                                                                                                             |
| 16044 | membrane organization and biogenesis           | 0 out of 106 genes, 0%     | none                                                                                                                                                             |
| 6997  | nuclear organization and biogenesis            | 0 out of 106 genes, 0%     | none                                                                                                                                                             |
| 7114  | cell budding                                   | 0 out of 106 genes, 0%     | none                                                                                                                                                             |
| 7010  | cytoskeleton organization and biogenesis       | 0 out of 106 genes, 0%     | none                                                                                                                                                             |
| 16192 | vesicle-mediated transport                     | 0 out of 106 genes, 0%     | none                                                                                                                                                             |
| 6412  | translation                                    | 0 out of 106 genes, 0%     | none                                                                                                                                                             |

**Table S3 continued**  
**Yeast GO Bioprocess Terms Represented in Merged *med20*Δ versus Wild-type Datasets.**

**Genes overexpressed in *med20*Δ versus wild-type strains**

| <b>GOID</b> | <b>GO term</b>                                 | <b>Frequency</b>          | <b>Gene(s)</b>                                                            |
|-------------|------------------------------------------------|---------------------------|---------------------------------------------------------------------------|
| 6519        | amino acid and derivative metabolic process    | 13 out of 56 genes, 23.2% | CYS3,ILV6,SER3,ASN2,THR1,MET28,TRP3,ASP3-1,ASP3-2,ASP3-3,ASP3-4,ARG1,GDH1 |
| 6412        | translation                                    | 8 out of 56 genes, 14.3%  | MNP1,ZUO1,SSZ1,MRPL8,RSM7,MRPL31,RPP0,MRP51                               |
| 6810        | transport                                      | 8 out of 56 genes, 14.3%  | SIT1,SSC1,VPS1,GAP1,COX17,HSP60,FIT2,FIT3                                 |
| 6950        | response to stress                             | 7 out of 56 genes, 12.5%  | ASP3-1,ASP3-2,ASP3-3,ASP3-4,SCJ1,NCE103,HSP82                             |
| 6996        | organelle organization and biogenesis          | 6 out of 56 genes, 10.7%  | MGR1,NOP7,MRPL8,VPS1,XDJ1,RPP0                                            |
| 7047        | cell wall organization and biogenesis          | 3 out of 56 genes, 5.4%   | TIP1,CDC3,SPO77                                                           |
| 16070       | RNA metabolic process                          | 2 out of 56 genes, 3.6%   | NOP7,MET28                                                                |
| 7049        | cell cycle                                     | 2 out of 56 genes, 3.6%   | NOP7,PCL5                                                                 |
| 42254       | ribosome biogenesis and assembly               | 2 out of 56 genes, 3.6%   | NOP7,RPP0                                                                 |
| 910         | cytokinesis                                    | 1 out of 56 genes, 1.8%   | CDC3                                                                      |
| 7010        | cytoskeleton organization and biogenesis       | 1 out of 56 genes, 1.8%   | VPS1                                                                      |
| 746         | conjugation                                    | 1 out of 56 genes, 1.8%   | PRM1                                                                      |
| 6091        | generation of precursor metabolites and energy | 1 out of 56 genes, 1.8%   | MNP1                                                                      |
| 6350        | transcription                                  | 1 out of 56 genes, 1.8%   | MET28                                                                     |
| 7114        | cell budding                                   | 1 out of 56 genes, 1.8%   | CDC3                                                                      |
| 45333       | cellular respiration                           | 1 out of 56 genes, 1.8%   | MNP1                                                                      |
| 7165        | signal transduction                            | 1 out of 56 genes, 1.8%   | SCJ1                                                                      |
| 30163       | protein catabolic process                      | 1 out of 56 genes, 1.8%   | SCJ1                                                                      |
| 9653        | anatomical structure morphogenesis             | 1 out of 56 genes, 1.8%   | CDC3                                                                      |
| 16044       | membrane organization and biogenesis           | 1 out of 56 genes, 1.8%   | PRM1                                                                      |
| 6464        | protein modification process                   | 1 out of 56 genes, 1.8%   | CYC3                                                                      |
| 30435       | sporulation                                    | 1 out of 56 genes, 1.8%   | SPO77                                                                     |
| 19725       | cellular homeostasis                           | 1 out of 56 genes, 1.8%   | SIT1                                                                      |
| 6997        | nuclear organization and biogenesis            | 0 out of 56 genes, 0%     | none                                                                      |
| 6766        | vitamin metabolic process                      | 0 out of 56 genes, 0%     | none                                                                      |
| 6259        | DNA metabolic process                          | 0 out of 56 genes, 0%     | none                                                                      |
| 5975        | carbohydrate metabolic process                 | 0 out of 56 genes, 0%     | none                                                                      |
| 6118        | electron transport                             | 0 out of 56 genes, 0%     | none                                                                      |
| 16192       | vesicle-mediated transport                     | 0 out of 56 genes, 0%     | none                                                                      |
| 6629        | lipid metabolic process                        | 0 out of 56 genes, 0%     | none                                                                      |
| 7124        | pseudohyphal growth                            | 0 out of 56 genes, 0%     | none                                                                      |
| 7126        | meiosis                                        | 0 out of 56 genes, 0%     | none                                                                      |

# Supplementary material for: Genetic Interactions of MAF1 Identify a Role for Med20 in Transcriptional Repression of Ribosomal Protein Genes
**Source:** PLoS Genet. 2008 Jul 4;4(7):e1000112. doi: 10.1371/journal.pgen.1000112
**Supplement:** Table S4 — Expression ratios (log base 10) comparing med20Δ versus wild-type strains under different repressing conditions. (0.41 MB PDF)

**Table S4****Expression ratios (log base 10) comparing med20Δ versus wild-type strains under different repressing conditions**

The data have been filtered to select genes whose expression increased or decreased two fold or more in any of the six conditions

| UNIQID    | Gene Name | med20/WT          |                   |                   |                       |                    |                    |
|-----------|-----------|-------------------|-------------------|-------------------|-----------------------|--------------------|--------------------|
|           |           | med20/WT<br>+ CPZ | med20/WT<br>+ Tun | med20/WT<br>+ Rap | post-diauxic<br>shift | med20/WT<br>+ 39°C | med20/WT<br>+ H2O2 |
| YLR158C   | ASP3-3    | 0.410483          | 0.368541          | NaN               | 0.344405              | 0.513131           | 0.209393           |
| YLR160C   | ASP3-4    | 0.399223          | 0.373836          | NaN               | 0.322089              | 0.501698           | 0.224975           |
| YKL010C   | UFD4      | -0.032438         | -0.01506          | NaN               | -0.381176             | -0.03946           | 0.03094            |
| YPL081W   | RPS9A     | 0.391589          | 0.443295          | 0.792405          | 0.084829              | -0.192565          | -0.220462          |
| YLR185W   | RPL37A    | 0.233866          | 0.258443          | 0.705401          | 0.323472              | -0.001406          | -0.081463          |
| YHR061C   | GIC1      | 0.051333          | -0.052266         | 0.688293          | 0.14648               | 0.192479           | 0.125596           |
| YDR500C   | RPL37B    | 0.224098          | 0.265027          | 0.688107          | 0.352047              | 0.001827           | -0.027847          |
| YLL009C   | COX17     | 0.717663          | 0.677414          | 0.682061          | 0.778913              | 0.334059           | 0.705616           |
| YBL071C   | YBL071C   | 0.070486          | -0.079693         | 0.668368          | -0.127289             | -0.090836          | -0.197597          |
| YBR189W   | RPS9B     | 0.277546          | 0.437632          | 0.661152          | 0.192406              | -0.181065          | -0.206546          |
| YOL040C   | RPS15     | 0.328483          | 0.469024          | 0.637436          | 0.293758              | 0.159913           | -0.075712          |
| YLR406C   | RPL31B    | 0.230141          | 0.216856          | 0.635714          | 0.226366              | -0.107939          | -0.079661          |
| YIL018W   | RPL2B     | 0.201167          | 0.330847          | 0.622047          | 0.151181              | 0.029201           | -0.146089          |
| YFR031C-A | RPL2A     | 0.208509          | 0.344808          | 0.582971          | 0.123202              | -0.138752          | -0.152433          |
| YGL189C   | RPS26A    | 0.172511          | 0.248373          | 0.577591          | 0.204386              | 0.19805            | -0.063803          |
| YGR214W   | RPS0A     | 0.190469          | 0.421905          | 0.576644          | 0.036457              | 0.002275           | -0.145539          |
| YGR034W   | RPL26B    | 0.269672          | 0.434331          | 0.570964          | 0.383549              | -0.110274          | -0.097611          |
| YOL039W   | RPP2A     | 0.154861          | 0.372864          | 0.56857           | 0.243187              | 0.164951           | -0.089765          |
| YKR057W   | RPS21A    | 0.303123          | 0.444206          | 0.563017          | 0.340418              | 0.201607           | -0.18405           |
| YFL034C-A | RPL22B    | 0.261085          | 0.331747          | 0.557962          | 0.246217              | -0.018987          | -0.23719           |
| YDL082W   | RPL13A    | 0.26553           | 0.359156          | 0.557959          | 0.140809              | 0.033094           | -0.040861          |
| YBR040W   | FIG1      | NaN               | -0.523687         | 0.555703          | -0.678834             | -0.39772           | -0.782338          |
| YLR367W   | RPS22B    | 0.204148          | 0.452012          | 0.548732          | 0.324521              | 0.089823           | -0.176378          |
| YBR048W   | RPS11B    | 0.306095          | 0.322184          | 0.546169          | 0.173002              | 0.061122           | -0.011817          |
| YPL249C-A | RPL36B    | 0.244937          | 0.194899          | 0.545808          | 0.272879              | 0.359539           | 0.018772           |
| YJR094W-A | RPL43B    | 0.160792          | 0.251163          | 0.544692          | 0.423436              | 0.038495           | -0.023261          |
| YDR471W   | RPL27B    | 0.384809          | 0.38117           | 0.540626          | 0.181567              | -0.09952           | -0.065677          |
| YML024W   | RPS17A    | 0.161466          | 0.490445          | 0.538612          | 0.318448              | -0.05763           | -0.1055            |
| YER102W   | RPS8B     | 0.312408          | 0.424209          | 0.536283          | 0.084388              | 0.101714           | -0.000223          |
| YLL045C   | RPL8B     | 0.173555          | 0.400705          | 0.533813          | 0.131507              | 0.084737           | -0.158635          |
| YPL079W   | RPL21B    | 0.535535          | 0.443682          | 0.532388          | 0.051378              | -0.146176          | -0.141607          |
| YGL147C   | RPL9A     | 0.212502          | 0.490069          | 0.521344          | 0.211013              | -0.162322          | -0.181934          |
| YOR293W   | RPS10A    | 0.259574          | 0.470791          | 0.520309          | 0.262671              | -0.086061          | -0.101412          |
| YHR021C   | RPS27B    | 0.056407          | 0.487769          | 0.517029          | 0.252965              | -0.364286          | -0.155521          |
| YOR167C   | RPS28A    | 0.126915          | 0.142342          | 0.514154          | 0.350328              | 0.099159           | -0.140972          |
| YDR447C   | RPS17B    | 0.211208          | 0.510304          | 0.513686          | 0.166362              | -0.032881          | -0.155261          |
| YFR032C-A | RPL29     | 0.187803          | 0.045064          | 0.512835          | 0.081605              | -0.190759          | 0.033434           |
| YER074W   | RPS24A    | 0.166174          | 0.32872           | 0.512531          | 0.276126              | 0.065764           | -0.008182          |
| YER058W   | PET117    | 0.102417          | 0.221411          | 0.509352          | 0.353832              | 0.063606           | 0.255433           |
| YJL190C   | RPS22A    | 0.267             | 0.411998          | 0.507972          | 0.325178              | 0.062398           | -0.266188          |
| YBL072C   | RPS8A     | 0.367569          | 0.446078          | 0.505028          | 0.114309              | 0.136098           | -0.063667          |
| YLR264W   | RPS28B    | 0.172757          | 0.206097          | 0.504382          | 0.34264               | 0.059013           | -0.153033          |
| YBR191W   | RPL21A    | 0.300784          | 0.573047          | 0.504293          | 0.156741              | -0.23133           | -0.149896          |

|         |         |           |           |           |           |           |           |
|---------|---------|-----------|-----------|-----------|-----------|-----------|-----------|
| YMR095C | SNO1    | 0.025373  | -0.021679 | -0.578372 | -0.04892  | -0.270909 | -0.172633 |
| YJL172W | CPS1    | -0.25952  | -0.06156  | -0.581988 | 0.005191  | -0.191956 | -0.11415  |
| YJR109C | CPA2    | 0.090954  | 0.110829  | -0.600245 | 0.050148  | -0.121489 | 0.334529  |
| YER175C | YER175C | 0.066233  | 0.003958  | -0.604561 | -0.025318 | 0.062376  | 0.172972  |
| YOR302W | YOR302W | 0.039944  | -0.075595 | -0.609478 | -0.275196 | -0.094982 | 0.072081  |
| YPL250C | ICY2    | -0.349918 | -0.161924 | -0.615706 | -0.382197 | 0.362835  | 0.051354  |
| YJL170C | ASG7    | -0.278531 | -0.186615 | -0.61595  | -0.279918 | -0.636541 | -0.599009 |
| YER052C | HOM3    | -0.154944 | -0.042391 | -0.627622 | -0.132266 | 0.054037  | 0.247169  |
| YGL121C | YGL121C | -0.158572 | -0.439188 | -0.630517 | -0.012122 | -0.589477 | -0.080165 |
| YKL218C | SRY1    | -0.49615  | -0.179288 | -0.639946 | -0.130482 | -0.301836 | -0.112752 |
| YML123C | PHO84   | -0.087609 | -0.172343 | -0.647639 | -0.347678 | -0.78942  | -0.763794 |
| YCL030C | HIS4    | 0.16555   | -0.076793 | -0.649936 | 0.181109  | -0.253446 | 0.11029   |
| YIL164C | NIT1    | -0.078958 | -0.02393  | -0.653088 | 0.037443  | 0.09519   | 0.56166   |
| YPR160W | GPH1    | -0.293488 | -0.11392  | -0.654157 | -0.268346 | -0.355476 | -0.091212 |
| YDR453C | YDR453C | -0.069176 | -0.167881 | -0.664586 | -0.292147 | -0.481388 | 0.503458  |
| YIL165C | YIL165C | 0.09385   | -0.047744 | -0.697728 | 0.193971  | -0.073097 | 0.385659  |
| YKL096W | CWP1    | -0.150952 | -0.00003  | -0.71544  | -0.028098 | -0.369663 | -0.201173 |
| YOR303W | CPA1    | 0.107332  | -0.137549 | -0.721809 | -0.241027 | -0.097561 | 0.094167  |
| YCL027W | FUS1    | -0.355191 | -0.172295 | -0.726476 | -0.304313 | -0.371846 | -0.205628 |
| YHR029C | YHR029C | -0.179147 | -0.233888 | -0.744948 | 0.025696  | -0.227156 | 0.105937  |
| YBR072W | HSP26   | -0.629551 | -0.891273 | -0.757502 | -0.384263 | 0.04902   | 0.356344  |
| YBR285W | YBR285W | -0.55984  | -0.124832 | -0.757813 | -0.045646 | -0.701535 | -0.070204 |
| YDR033W | MRH1    | -0.448773 | -0.365004 | -0.760212 | 0.004482  | -0.793385 | -0.050532 |
| YGL032C | AGA2    | -0.009256 | -0.071115 | -0.769891 | -0.173618 | -0.188654 | -0.60702  |
| YJR025C | BNA1    | -0.305385 | -0.349079 | -0.794256 | -0.325601 | -0.393393 | -0.3698   |
| YNR044W | AGA1    | 0.040003  | -0.063132 | -0.823156 | -0.198125 | -0.025684 | -0.389051 |
| YHR022C | YHR022C | -0.351966 | -0.208803 | -0.856121 | -0.186469 | -0.817411 | -0.155902 |
| YMR096W | SNZ1    | -0.044855 | 0.040403  | -0.943327 | -0.273394 | -0.306055 | 0.04024   |
| YNL160W | YGP1    | -0.408187 | -0.378324 | -0.95492  | -0.456471 | -0.318443 | 0.156798  |
| YBR054W | YRO2    | -0.79197  | -0.376038 | -0.99495  | -0.382902 | -0.270761 | 0.708104  |
| YOR255W | YOR255W | 0.155214  | 0.099769  | -1.053917 | -0.20161  | 0.022408  | 0.017884  |
| YFL014W | HSP12   | -0.338492 | -0.857479 | -1.064175 | -0.363242 | -0.296316 | -0.002745 |

How the deposited data were processed for this re-analysis (not part of the article)

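The data are 24 two-color spotted arrays of yeast ORFs, 2 for each of 12 comparisons. Of the comparisons, 4 form the rapamycin experiment (*med20Δ* and wild-type, each with and without rapamycin), 5 set *med20Δ* against wild-type under other repressing conditions, and 3 set *med16Δ*, *med31Δ* or *cycCΔ* against wild-type after rapamycin. Samples were assigned to strain, treatment, dye and replicate number from their labels. The 2 arrays of a comparison have reversed labelings and were taken as 1 replicate, since the paper does not state whether they hold separate cultures.

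The authors labeled poly(A)+ RNA with Cy3 and Cy5, and they deposited 1 processed array file per hybridization. It holds foreground and local background intensity in the Cy5 and the Cy3 channel, from which the authors did not subtract background in the intensity columns. The scanner and the image software are not stated. The authors also deposited a raw log10 ratio, which is that of background-subtracted Cy5 over Cy3, and a log10 ratio normalized by a procedure given by citation. The deposited series table has 24 columns of log10 ratios and equals the normalized column of the array files, with a largest difference of 0. Its column medians range from -0.0133 to 0.0168, so the ratios are centered near 0, but the form of the normalization and the genes it was fitted on stay unknown. These ratios are Cy5 over Cy3 and were turned here by the dye of the numerator. The meaning of the flag column is not stated. Spots with a flag other than 1 were left out, and the normalized ratio is blank where the authors' own quality column is 0.

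Each array has 6912 spots, and 576 control spots were left out. Background was corrected with the normexp model (offset 50) and ratios were normalized within array by loess, in limma 3.58.1 under R 4.3.3. Further steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Log2 ratios were averaged over the pair when both arrays gave one, and a gene counted as changed at 2-fold or more on the mean. Spots carrying no gene name (29 per array) served as background, and a spot was above background when its net intensity exceeded their 95th percentile in the same channel. Median net intensities over all channels were 82.5 to 1072.5, and 65.3% to 96.4% of ORF spots exceeded the unnamed spots. Of the ORFs on the array, 5801 matched a locus tag of the R64 gene table and 506 did not, and unmatched ORFs are given by their systematic name.

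Gene lists were written by hand for RP, *Ribi*, amino acid biosynthesis, RNA pol III, heat shock, oxidative stress and mitochondrial RP genes. The lists of the paper come from other publications and were not used here, apart from the RP genes of Table S5 and the ribosome biogenesis genes of Table S1. Lists for oxidative phosphorylation, phosphate starvation, a-specific and alpha-specific genes were added after the ratios of single genes had been seen. The median of a list is given with its percentile among 10000 random lists of the same size, drawn from 10 bins of intensity. This describes the arrays and is not a test, and no p-value is given across genes. Named genes are those that the results text of the paper names for the arrays or northern blots (*MED20*, *MED16*, *MED31*, *SSN8*, *RPL3* and *RPL28*), without those named for genetic interactions only, and, in each comparison, the 3 largest rises and 3 largest falls among genes past 2-fold in the same direction on both arrays.

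The procedure was tested on simulated data for *med20Δ* relative to wild-type after rapamycin, with 5747 genes, of which 200 were changed 3-fold before spots were left out. It recovered 126 of the 186 changed genes measured (67.7%) and called 0 of 5432 unchanged genes. The simulated noise had an SD of 0.2 per array, while the arrays of the pairs differed with an SD of 0.28 in that comparison and up to 0.42 with hydrogen peroxide, so these numbers hold for lower noise than was observed. A shift of 0.5 in the log2 ratio of RP genes came back as 0.45, and in a simulation of the untreated comparison with 5714 genes as 0.28. In the simulation of the strains after rapamycin, limma recovered 105 of the 157 changed genes in its fit (66.9%).

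Alternatives were no background correction, subtraction of the local background, median centering, loess fitted on genes outside the RP and *Ribi* lists, the authors' normalized ratios, leaving out the dimmest 25% of ORFs, and leaving out either array. For numbers of genes they also included 2-fold on both arrays, 1.5-fold on the mean and limma with and without a block. The copies of Tables S2 and S4 used here are 1 gene short, and no overlap or enrichment was computed from them. Northern blots, genetic interaction data and gels were not analysed here.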

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

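Mitochondrial RP genes, which the paper does not discuss, were higher in *med20Δ* than in wild-type in all 7 comparisons of these strains. The median log2 ratio was 0.27 in untreated cells, 0.48 after rapamycin, 0.63 with CPZ, 0.54 with tunicamycin, 0.55 with hydrogen peroxide, 0.26 with heat and 0.41 in post-diauxic cells. In wild-type with and without rapamycin, where both channels carried the same strain, it was -0.12. In the other deletions it was 0.03 for *med16Δ*, -0.06 for *med31Δ* and 0.05 for *cycCΔ*. All tests in this part were chosen only after the result was seen.

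A dye effect would change sign with the labeling, but the median was 0 or lower on 0 of 14 arrays. The normalization and background steps do not account for it, since the lowest median over the 7 comparisons and 6 other ways of processing was 0.25. Nor does a trend with intensity, since the lowest percentile among lists matched on intensity was 100. Signal carried over from cytoplasmic RP transcripts would give a median between 0 and theirs. In untreated cells, with hydrogen peroxide and with heat the median exceeded both by at least 0.13 on each of 6 arrays. That excludes carried-over signal as the sole source with hydrogen peroxide and with heat. In untreated cells it stays open. There the cytoplasmic RP median rose above the mitochondrial 0.27 with the loess fitted outside the RP and *Ribi* lists. After rapamycin it is excluded as well, because rapamycin changed cytoplasmic RP genes by a median of -3.09 in wild-type and mitochondrial RP genes by -0.12. The share of carried-over signal that this leaves allows a median of at most 0.27 on replicate 1 and 0.42 on replicate 2 with either wild-type array, where 0.38 and 0.62 were found. With CPZ, with tunicamycin and in post-diauxic cells the median exceeded both 0 and theirs on 1 of 6 arrays, which leaves that source open there. The limit used after rapamycin cannot be carried over to these conditions. It needs the fall of cytoplasmic RP genes in wild-type, which no array measured there. A general rise of transcripts for respiration might contribute: oxidative phosphorylation genes lay above 0 on both arrays in 6 of 7 comparisons, which cannot tell the explanations apart. The number of cultures per strain is not stated, and a difference between cultures was not tested.

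Heat shock genes differed in direction between conditions. Relative to wild-type, their median in *med20Δ* was 0.66 with heat and 0.62 with hydrogen peroxide, but -0.37 after rapamycin, -0.32 with tunicamycin, -0.73 with CPZ and -0.69 in post-diauxic cells. Every array of the first 2 conditions lay above 0 and every array of the other 4 below, and the difference was not tested. A dye effect is excluded, as 0 of 12 arrays had the other sign. The normalization or background step is excluded, as 0 of 36 medians under other ways of processing had the other sign. A trend with intensity is excluded, as all 6 of 6 comparisons lay beyond the middle 95% of lists matched on intensity. The conditions differ in the stress applied, which could set the direction, and no test here separates that from differences between cultures.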

How the results depend on the processing

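The alternatives to the background step, the normalization, the values used, the treatment of dim spots, the rule for a changed gene, the gene lists and the arrays used were set before the data were examined. Limma with the dye orientation as a block, and 2-fold on both arrays in the authors' normalized ratios, were chosen after seeing the data. So were all alternatives for the deleted genes, the named genes, the added lists, the correlations, the sum around the 4 comparisons and the numbers of genes in *med16Δ*, *med31Δ* and *cycCΔ*. Below, untreated strains and strains after rapamycin stand for *med20Δ* relative to wild-type, wild-type ± rapamycin and *med20Δ* ± rapamycin for treated relative to untreated cells, and a condition or another deletion for that comparison with wild-type.

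A number of genes was counted as unchanged within 1.5 times its value, and a ratio when it moved by no more than the SD of the 2 arrays. Of the values under an alternative that answer a comparison, 596 were unchanged by this measure and 175 moved, and 1 changed sign from a value larger than the SD. Among single genes, added lists and other details, 1080 were unchanged and 277 moved, and 2 changed sign in this way. Counted at any size, 13 values of the first kind and 31 of the second had the other sign. The direction of the RP medians for wild-type ± rapamycin, *med20Δ* ± rapamycin, strains after rapamycin, tunicamycin, CPZ, post-diauxic cells and *med16Δ* was the same under every alternative. With the RP genes of Table S5 all 15 values were unchanged. The RP median of untreated strains changed sign with median centering, and the cause was not tested. The alpha-specific median with tunicamycin, 0.18 as reported, changed sign without the dimmest 25% of ORFs, and that with hydrogen peroxide, -0.31 as reported, without replicate 1. The ratio of *SSN8* in *cycCΔ* gives a direction only under every way of processing, since its spot did not exceed the unnamed spots in the *cycCΔ* channel and the fall was at least 1.28-fold. That of *MED16* in *med16Δ* likewise gives a direction only, since its spot exceeded the unnamed spots in the *med16Δ* channel of 1 array and not the other.

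Without background correction, the *Ribi* median was -1.28 in *med20Δ* ± rapamycin, -0.97 in wild-type ± rapamycin and 0.15 in strains after rapamycin. The pol III list median was 0.074 in untreated strains. *MED20* was -0.91 in untreated strains, -0.57 with tunicamycin and -0.34 in post-diauxic cells. *MED16* was -1.49 in *med16Δ*, with its spot above the unnamed spots on 1 array only. *MED31* was -1.44 in *med31Δ*. *SSN8* was -1.85 in *cycCΔ*, with its spot not above the unnamed spots. The cause of these changes was not tested.

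With the local background subtracted, higher genes numbered 44 in untreated strains, 395 in wild-type ± rapamycin, 364 in *med20Δ* ± rapamycin, 120 with CPZ and 286 with hydrogen peroxide. Here, higher genes numbered 108 in post-diauxic cells. Here, lower genes numbered 104 in untreated strains, 595 in wild-type ± rapamycin, 498 in *med20Δ* ± rapamycin, 225 in strains after rapamycin and 189 with CPZ. Here, lower genes numbered 67 with tunicamycin, 150 with hydrogen peroxide and 184 with heat. Here, higher *Ribi* genes numbered 3 in strains after rapamycin. Here, lower *Ribi* genes numbered 3 in strains after rapamycin and 103 in wild-type ± rapamycin. Here, genes changed in any of the 4 rapamycin comparisons numbered 1507. Here, genes changed in any of the 6 conditions numbered 1174. Here, the *Ribi* median was -1.67 in *med20Δ* ± rapamycin, -1.47 in wild-type ± rapamycin and 0.26 in strains after rapamycin. Here, the amino acid biosynthesis median was 0.072 in untreated strains and 0.49 in wild-type ± rapamycin. Here, the heat shock median was 0.85 with hydrogen peroxide. Here, *MED20* was -0.99 in untreated strains, -0.70 with tunicamycin and -0.38 in post-diauxic cells. Here, *MED16* was -2.67 in *med16Δ*, with its spot above the unnamed spots on 1 array only. Here, *MED31* was -1.64 in *med31Δ*. Here, *SSN8* was -4.46 in *cycCΔ*, with its spot not above the unnamed spots. Normexp with an offset draws the ratios of dim spots toward 0 by construction, and subtraction does not.

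With median centering, higher genes numbered 78 in post-diauxic cells. Higher RP genes numbered 27 with CPZ and 24 in post-diauxic cells. The RP median was -0.072 in untreated strains, -1.54 in *med20Δ* ± rapamycin and 1.06 with tunicamycin. The *Ribi* median was -1.15 in *med20Δ* ± rapamycin and 0.097 in strains after rapamycin. The amino acid biosynthesis median was 0.014 in untreated strains. *MED20* was -0.25 in post-diauxic cells. *MED16* was -0.69 in *med16Δ*, with its spot above the unnamed spots on 1 array only. The RP median of the sum around the 4 comparisons was 0.0057. The cause of these differences was not tested.

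With loess outside the RP and *Ribi* lists, higher RP genes numbered 25 with CPZ and 18 in post-diauxic cells. In this case, the RP median was 0.40 in untreated strains and -1.76 in *med20Δ* ± rapamycin. In this case, the *Ribi* median was -0.93 in wild-type ± rapamycin. For this fit the cause was not tested.

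With the authors' normalized ratios, higher genes numbered 45 in untreated strains, 515 in wild-type ± rapamycin, 351 in *med20Δ* ± rapamycin, 110 with CPZ and 259 with hydrogen peroxide. Higher genes numbered 94 in post-diauxic cells. Lower genes numbered 75 in untreated strains, 207 in strains after rapamycin, 73 with tunicamycin and 155 with hydrogen peroxide. Higher RP genes numbered 18 in post-diauxic cells. Higher *Ribi* genes numbered 4 in strains after rapamycin. Lower *Ribi* genes numbered 104 in wild-type ± rapamycin. Genes changed in any of the 4 rapamycin comparisons numbered 1470. Genes changed in any of the 6 conditions numbered 1074. The RP median was -2.51 in wild-type ± rapamycin and 1.09 with tunicamycin. The *Ribi* median was -1.61 in *med20Δ* ± rapamycin, -1.40 in wild-type ± rapamycin and 0.26 in strains after rapamycin. The amino acid biosynthesis median was 0.082 in untreated strains, 0.47 in wild-type ± rapamycin and -0.66 in strains after rapamycin. The pol III list median was 0.11 in untreated strains. The heat shock median was 0.76 with hydrogen peroxide. *MED20* was -0.96 in untreated strains, -0.68 with tunicamycin, -0.45 with hydrogen peroxide and -0.55 in post-diauxic cells. *MED16* was -2.65 in *med16Δ*, with its spot above the unnamed spots on 1 array only. *MED31* was -1.58 in *med31Δ*. *SSN8* was -4.38 in *cycCΔ*, with its spot not above the unnamed spots. For these ratios the cause was not tested.

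Without the dimmest 25% of ORFs, the *Ribi* median was -1.25 in *med20Δ* ± rapamycin, -0.93 in wild-type ± rapamycin and 0.15 in strains after rapamycin. Then, the amino acid biosynthesis median was 0.080 in untreated strains and 0.51 in wild-type ± rapamycin. Then, the heat shock median was 0.81 with hydrogen peroxide. Then, the alpha-specific median was -0.17 with tunicamycin. This alternative leaves fewer genes by construction.

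With 2-fold required on both arrays, higher genes numbered 7 in untreated strains, 35 with CPZ, 101 with hydrogen peroxide, 27 with heat and 19 in post-diauxic cells. Lower genes numbered 21 in untreated strains, 65 with CPZ, 17 with tunicamycin, 37 with hydrogen peroxide and 64 with heat. Lower genes numbered 59 in post-diauxic cells. Higher RP genes numbered 5 with CPZ and 2 in post-diauxic cells. At 1.5-fold on the mean, higher genes numbered 132 in untreated strains, 620 in wild-type ± rapamycin, 559 in *med20Δ* ± rapamycin, 272 in strains after rapamycin and 331 with CPZ. Here, higher genes numbered 287 with tunicamycin, 478 with hydrogen peroxide, 180 with heat and 312 in post-diauxic cells. Here, lower genes numbered 239 in untreated strains, 697 in wild-type ± rapamycin, 698 in *med20Δ* ± rapamycin, 349 in strains after rapamycin and 382 with CPZ. Here, lower genes numbered 169 with tunicamycin, 353 with hydrogen peroxide, 421 with heat and 387 in post-diauxic cells. Here, higher RP genes numbered 64 with CPZ, 9 with heat and 49 in post-diauxic cells. Here, higher *Ribi* genes numbered 3 in strains after rapamycin. Here, lower *Ribi* genes numbered 1 in strains after rapamycin and 110 in wild-type ± rapamycin. With the authors' normalized ratios and 2-fold on both arrays, higher genes numbered 390 in wild-type ± rapamycin. Then, higher RP genes numbered 5 with CPZ. Then, higher *Ribi* genes numbered 2 in strains after rapamycin. Then, lower *Ribi* genes numbered 91 in wild-type ± rapamycin. A stricter or looser rule changes these numbers by construction. Derived from the other 3 comparisons, the RP median was 1.94 in strains after rapamycin.

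With either array left out, higher genes numbered 11 to 47 in untreated strains, 172 to 281 in *med20Δ* ± rapamycin, 77 to 141 with CPZ and 240 to 250 with hydrogen peroxide. Here, higher genes numbered 49 to 83 with heat and 41 to 190 in post-diauxic cells. Here, lower genes numbered 30 to 160 in untreated strains, 108 to 203 in strains after rapamycin, 146 to 199 with CPZ and 21 to 89 with tunicamycin. Here, lower genes numbered 64 to 285 with hydrogen peroxide, 81 to 245 with heat and 125 to 205 in post-diauxic cells. Here, higher RP genes numbered 14 to 33 with CPZ, 0 to 16 with hydrogen peroxide, 4 with heat and 5 to 38 in post-diauxic cells. Here, higher *Ribi* genes numbered 1 to 2 in strains after rapamycin. Here, lower *Ribi* genes numbered 0 to 1 in strains after rapamycin. Here, genes changed in any of the 6 conditions numbered 904 to 1189. Here, the RP median was 1.12 to 1.22 with tunicamycin and 0.31 to 0.47 in *med16Δ*. Here, the *Ribi* median was -1.15 to -1.13 in *med20Δ* ± rapamycin, -0.90 to -0.87 in wild-type ± rapamycin and 0.11 to 0.13 in strains after rapamycin. Here, the amino acid biosynthesis median was 0.038 to 0.062 in untreated strains and 0.36 to 0.45 in wild-type ± rapamycin. Here, the pol III list median was 0.047 to 0.077 in untreated strains. Here, the heat shock median was 0.64 to 0.76 with hydrogen peroxide. Here, the alpha-specific median was -0.33 to 0.063 with hydrogen peroxide. With 2 arrays, leaving 1 out moves a ratio by close to the SD of the pair by construction, so these ranges show the spread of the arrays and carry no test. For the other deletions, replicate 1 alone had 18 genes higher in *med16Δ*, 25 in *med31Δ* and 59 in *cycCΔ*, and replicate 2 alone had 52, 109 and 49 lower, with 53 higher in *cycCΔ*. The number of higher RP genes after heat was 4 with either array left out.

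Another scaling moved the share of higher genes among changed genes by over 10 points in 4 comparisons. For untreated strains, 14 higher and 39 lower genes (26.4% higher) became 20 and 34 (37.0%) with loess outside the RP and *Ribi* lists and 45 and 75 (37.5%) with the authors' normalized ratios. For wild-type ± rapamycin, 226 and 356 (38.8%) became 515 and 528 (49.4%) with the authors' normalized ratios. With CPZ, 65 and 123 (34.6%) became 84 and 104 (44.7%) with loess outside the lists. In post-diauxic cells, 51 and 113 (31.1%) became 78 and 91 (46.2%) with median centering.

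Limma was fitted over 24 arrays to the 4986 genes with a ratio on all of them, with the arrays of a pair taken as replicates and 12 residual degrees of freedom among arrays and not samples. A gene was counted at 2-fold or more and an adjusted p under 0.05 (Benjamini-Hochberg). With limma, higher RP genes numbered 7 with CPZ, 1 with heat and 5 in post-diauxic cells. With limma and the replicate block, higher RP genes numbered 7 with CPZ and 1 with heat. With limma and dye orientation as a block, higher RP genes numbered 1 with heat. The fit holds fewer genes by construction. The replicate number equals the dye orientation in 10 of the 12 comparisons only. As a check of pairing, deviations of arrays from the comparison means had a median correlation of 0.0535 over 132 pairs of arrays with the same replicate number, of which 50 exceeded 0.1. Over 132 pairs with the same dye orientation the median was 0.173, and 72 exceeded 0.1. With 2 arrays per comparison the deviations of a pair mirror each other, so each correlation is counted 2 times. The median gave no sign that replicate numbers pair samples, but the correlations ranged from -0.55 to 0.81. The block result is therefore given only here.

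Signal over background limits small falls and dim genes. On the 6 arrays of *med16Δ*, *med31Δ* and *cycCΔ* a median of 79.5% of ORF spots exceeded the unnamed spots. In simulated data for the strains after rapamycin with 5747 genes and noise of SD 0.2 per array, 126 of 186 genes changed 3-fold were recovered (67.7%), and 84.0% of those outside the dimmest 25%.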

Differences from the paper's values

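In untreated cells the paper gives 75 genes lower in *med20Δ* and 41 higher, or 116 together, where 39, 14 and 53 were found here. Among the alternatives set before the data were examined, lower genes came within 1.5 times of the paper's number with the local background subtracted (104) and with the authors' normalized ratios (75). Higher genes did so with these (44 and 45) and without replicate 1 (47), and the sum did so with the first 2 (148 and 120). The other alternatives lay further off, below the paper's numbers or, for lower genes and the sum without replicate 1 (160 and 207) and all numbers at 1.5-fold on the mean (239 lower and 132 higher), above them.

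For wild-type with and without rapamycin the paper's supporting text gives 502 genes higher, against 226 here. Of the alternatives set before the data were examined, the local background subtracted (395), the authors' normalized ratios (515) and 1.5-fold on the mean (620) came within 1.5 times. So did 2-fold on both arrays in the authors' normalized ratios (390), which was chosen after seeing the data. The paper gives 20% of genes changed in that comparison, against 10.1% here, and its figure averages over 2 studies. The local background subtracted gave 17.5%, the authors' normalized ratios 18.5% and 1.5-fold on the mean 23.0%, which are within 1.5 times.

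For the strains after rapamycin the paper gives 197 genes lower in *med20Δ*, against 104 here. Of the alternatives set before the data were examined, the local background subtracted (225), the authors' normalized ratios (207) and leaving out replicate 1 (203) came within 1.5 times. So did 2-fold on both arrays in the authors' normalized ratios (134), chosen later. Over the 4 rapamycin comparisons the paper gives 1420 genes, against 830 here, and the local background subtracted (1507), the authors' normalized ratios (1470) and leaving out replicate 1 (1207) came within 1.5 times. Over the 6 conditions the paper gives 1063 genes, against 703 here. There no background correction (818), the local background subtracted (1174), median centering (719), the authors' normalized ratios (1074), and leaving out replicate 1 (1189) or 2 (904) came within 1.5 times. Loess outside the RP and *Ribi* lists (700) and leaving out the dimmest 25% of ORFs (650) did not.

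The paper states that similar numbers of *Ribi* genes are repressed in the 2 strains. With the list used here, 59 genes fell in wild-type and 92 in *med20Δ*, out of 147 measured. With the authors' normalized ratios the numbers were 104 and 115, and with the local background subtracted 103 and 115. The paper's *Ribi*, heat shock and oxidative stress numbers use other lists and were not set against those given here.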

Other observations

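The 4 rapamycin comparisons form a closed loop, so the signed sum of their log2 ratios should be 0 for each gene. Over 5647 genes the sum had a median of 0.04 and an SD of 0.41, where the spread between the arrays of the pairs gives 0.35. It lay within 1 of 0 for 96.9% of genes. Over RP genes the median of the sum was 0.48 and over *Ribi* genes -0.30. With median centering the RP median of the sum was 0.0057, and with the authors' normalized ratios 0.19, so its size depends on the normalization. All tests in this part were chosen only after the result was seen.

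Signal remained at the *MED20* spot in *med20Δ*. Wild-type cells in the *med20Δ* cultures are excluded as the sole source, since with hydrogen peroxide, where *MED20* fell least, 37 genes were lower by 2-fold or more on both arrays. Other sources of this signal were not tested. Across all deletions the deleted gene lay below 0 on 20 of 20 arrays, and in the other 37 comparisons of these genes the mean lay between -0.44 and 0.48.

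Genes of the a-specific list had a median log2 ratio in *med20Δ* of -0.86 in untreated cells, -1.46 after rapamycin, -0.04 with CPZ, -0.30 with tunicamycin, -1.07 with hydrogen peroxide, -1.18 with heat and -0.54 in post-diauxic cells. In *med16Δ*, *med31Δ* and *cycCΔ* it was -0.65, -1.12 and -0.35. Cells of the other mating type in the *med20Δ* cultures would raise alpha-specific genes. In the order above, the medians of the 4 measured were 0.03, -0.16, 0.06, 0.18, -0.31, 0.07 and -0.51. After rapamycin and with hydrogen peroxide all 7 a-specific genes were lower on both arrays and no alpha-specific gene was higher on both. After rapamycin the alpha-specific median was below 0 on each array (-0.10, -0.17), so that explanation is excluded there. With hydrogen peroxide it was 0.06 on replicate 2, so that comparison cannot tell. The other 5 comparisons, where the highest median was 0.18, cannot tell either.

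Phosphate starvation genes had medians in *med20Δ* of -0.62 in untreated cells, -0.43 after rapamycin, -0.17 with CPZ, -0.24 with tunicamycin, -0.83 with hydrogen peroxide, -0.63 with heat and -0.11 in post-diauxic cells. A lasting difference between the strains could account for this. The 9 genes of the list not seen before it was written had array medians below 0 on both arrays in 7 of 7 comparisons, but their medians of pair means were -0.18 to 0.00. Falls of that size cannot tell the explanations apart.

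Oxidative phosphorylation genes were higher after rapamycin in *med16Δ*, at a median of 0.49 (0.50, 0.40), and in *cycCΔ*, at 0.47 (0.53, 0.34). A wild-type culture shared by the comparisons could do this, but in *med31Δ* the median was -0.090 (0.10, -0.24). Whether a culture was shared is not stated, so the value cannot tell.

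RP genes changed less in *med16Δ*, *med31Δ* and *cycCΔ* than in *med20Δ*. The background step holding ratios down is excluded as the cause, since the highest RP median of the 3 with the local background subtracted and no offset was 0.54. No biological explanation was tested for the patterns in this part.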
